# Loss of function of chromatin remodeler OsCLSY4 leads to RdDM-mediated mis-expression of endosperm-specific genes affecting grain qualities

**DOI:** 10.1371/journal.pgen.1011956

**Published:** 2025-12-01

**Authors:** Avik Kumar Pal, Saumyapriya Rana, Riju Dey, Padubidri V. Shivaprasad

## Abstract

In plants, RNA-directed DNA methylation (RdDM) sequence-specifically targets transposable elements (TEs) and repeats, often in a tissue-specific manner. In triploid endosperm tissue, RdDM also acts as a parental dosage regulator, mediating spatio-temporal expression of genes required for its development. It is unclear how RdDM is initiated and established in endosperm. Rice endosperm-specific imprinted chromatin remodeler OsCLSY3 recruits RNA polymerase IV to specific genomic sites for silencing and optimal gene expression. Here we show that, in addition to OsCLSY3, ubiquitously expressed OsCLSY4 is also crucial for proper reproductive growth and endosperm development. Loss of function of OsCLSY4 led to reproductive and nutrient-filling defects in endosperm. Using genetic and molecular analysis, we show that both OsCLSY3 and OsCLSY4 play overlapping and unique silencing roles in rice endosperm, by targeting specific and shared genomic regions such as TEs, repeats and genic regions. These results indicate the importance of optimal expression of two OsCLSYs in regulating endosperm-specific gene expression, genomic imprinting and suppression of specific TEs. Results presented here provide new insights into the functions of rice CLSYs as upstream RdDM regulators in rice endosperm development, and we propose that functions of their homologs might be conserved across monocots.

## Author summary

The endosperm performs a unique physiological function similar to that of mammalian placenta, providing nourishment to the developing plant embryo and acting as a signaling hub. This tissue is distinct from the other plant tissues in its ploidy levels, parental genome dosage and chromatin architecture. The role of RdDM in regulating tissue-specific epigenomes in plants by silencing TEs and repeats is well known, however, its role in monocot endosperm development and its genome regulation are less understood. In this study, we identified a chromatin remodeler *OsCLSY4* as a key factor involved in rice endosperm development. We found that both *OsCLSY4* and *OsCLSY3* act redundantly and uniquely in specific TE sites to silence them, thereby regulating genes required for endosperm development. We propose similar roles for CLSY3/4 clade members among other cereal crops.

## Introduction

In addition to the embryo, angiosperm seeds contain a protective seed coat and a nourishment tissue called endosperm [1,2]. Unlike gymnosperms, a majority of the angiosperm seeds contain a triploid endosperm which is also a fertilization product, similar to that of the embryo [2–4]. Flowering plants undergo double fertilization events, where one of the two sperm cells fertilizes the egg cell to generate diploid embryo and the other sperm cell fertilizes pre-fused 2n central cell to produce the triploid endosperm [5]. The incorporation of the paternal genome into the endosperm may have enhanced nutrient transfer to the growing embryo, potentially contributing to the rapid diversification and success of flowering plants [6,7].

In cereal seeds, the starch-filled endosperm serves as a major food source for humans and other animals [3,8]. Its parental-genomic dosage, ploidy and chromatin organization are unique when compared to other plant tissues. The molecular mechanism of endosperm development is not yet fully understood [8]. Besides acting as a nourishment-tissue, endosperm also senses environmental changes, abiotic and biotic factors to regulate seed germination [9–12]. Multiple studies in the model plant *Arabidopsis* indicated that hormonal, genetic and epigenetic pathways tightly regulate gene expression during endosperm development [2,3].

Among these mechanisms, epigenetic modifications such as DNA methylation, demethylation and histone modifications are important because they also regulate maternal and paternal genome dose in endosperm [3,13–17]. Several key players in these pathways are well-known in *Arabidopsis* [17–21]. These include players involved in DNA methylation, small RNA (sRNA) biogenesis and mediators of epigenetic modifications. Cytosine methylation which is observed in CG, CHG and CHH contexts (where H corresponds to A, T, or C) in plants requires various methyltransferases such as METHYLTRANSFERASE1 (MET1) and CHROMOMETHYLASE3 (CMT3), that catalyze CG and CHG methylation, respectively. The CHH methylation is mainly mediated by a *de novo* DNA methyltransferase named DOMAINS REARRANGED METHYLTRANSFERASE2 (DRM2), which is guided by sRNAs. In many selective loci, CHH methylation is also regulated by CHROMOMETHYLASE2 (CMT2) [22]. An RNA-mediated regulatory loop is required for initiating and maintaining DNA methylation. A plant-specific DNA-dependent RNA polymerase IV (Pol IV) generates short single-stranded (ss) RNA transcripts predominantly from TEs and repeats. These ssRNAs get converted into double-stranded (ds) forms by RNA DEPENDENT RNA POLYMERASE2 (RDR2) and further processed into 24 nt sRNA duplexes by DICER-LIKE3 (DCL3). The 24 nt sRNAs are preferentially loaded onto ARGONAUTE4/6/9 (AGO4/6/9) to guide DRM2 to methylate TEs and repeats by associating with long non-coding transcripts generated by plant-specific DNA-dependent RNA polymerase V (Pol V). Recruitment of Pol IV at specific loci requires a family of putative SNF2 chromatin remodelers named CLASSYs (CLSY), sometimes along with SAWADEE HOMEODOMAIN HOMOLOG1 (SHH1) proteins. The tissue-specific expression pattern of CLSYs regulate tissue-specific DNA methylation in *Arabidopsis* [23–28]. Mutations in these genes affect global DNA methylation levels, thereby resulting in abnormal growth and development [21,29–33].

Most of the mechanistic understanding about CLSY proteins is derived from *Arabidopsis* that codes for four CLSY proteins. These are major upstream regulators of the RdDM pathway. The *clsy* quadruple mutant shows global loss of 24 nt sRNAs, similar to *pol iv* mutant [26,34]. The sRNA production and DNA methylation were affected in single CLSY mutants, suggesting that they are largely non-overlapping and locus-specific regulators [26,27]. However, *clsy1,2* and *clsy3,4* double mutants affected a greater number of sRNA loci than single mutants, suggesting some degree of redundancy within the CLSY family proteins [26,27,35]. *Arabidopsi*s CLSY4 was identified as a DNA demethylation factor and strong hypermethylation at several loci was observed in *clsy4* [36]. Single *clsy* mutants displayed many hypermethylated DNA loci along with RdDM-dependent hypomethylated sites, the mechanistic understanding of which was not understood [32,36]. Unlike *Arabidopsis*, CLSY mis-expression lines in rice displayed partial or complete sterility due to abnormal reproductive development and seed-filling defects [32,37].

Endosperm development is quite distinct in dicots compared to monocots. In mature dicot seeds, endosperm tissue gets used up during embryo development, but in monocots, endosperm is retained and utilized during germination. However, key regulators of endosperm development among monocots are not fully identified yet. While the RdDM pathway seems to play an important role in rice reproduction as seen in a few genetic studies [32,33,37–40], a clear mechanistic understanding has been elusive. Detailed expression patterns and domain architectures of the three rice CLSY proteins are known [32,41,42]. *Poaceae*-specific duplications within *CLSY3/4* clades was well documented previously [42]. The *OsCLSY3* (Os02g0650800/LOC_Os02g43460) is an endosperm-preferred gene that regulates a set of imprinted genes in endosperm *via* imprinted OsCLSY3-dependent sRNAs [32]. *OsCLSY1* (Os07g0692600/LOC_Os07g49210) is essential during anaerobic germination [43]. *OsCLSY4* was identified as an important RdDM pathway gene in a genetic mutant screening where it was named as *fem2* [37]. *OsCLSY4* (Os05g0392400/LOC_Os05g32610) is a ubiquitously expressed gene regulating a majority of the TEs in vegetative stages. In *fem2* seedlings, overexpression of *OsCLSY3* (*FEL1*), but not *OsCLSY1* (*FEL2*), partially complemented DNA methylation levels at some specific genomic loci, indicating a partial redundancy in functions between *OsCLSY3* and *OsCLSY4* [37].

In this study, we identified redundant and unique RdDM-associated functions of two *OsCLSY* genes that express in the endosperm, a tissue largely exhibiting DNA hypomethylation. We show that, in addition to OsCLSY3, OsCLSY4 also redundantly regulates RdDM at specific genomic loci in the endosperm. RNA-seq, sRNA-seq and whole genome DNA methylation analysis indicated that both OsCLSY proteins show shared and unique preferences for TEs and repeats. We also identified numerous loci where we observed hypermethylation in the absence of CLSYs. These results indicate that the endosperm-preferred OsCLSY3, as well as the ubiquitously expressed OsCLSY4 are crucial for endosperm development. Significant numbers of seed development, endosperm development, as well as imprinted genes were mis-expressed in their knockdown (kd) lines, providing a molecular basis for the fertility/seed development defects observed in transgenic lines. These findings support the presence of an interplay between redundant and parallel epigenetic pathways mediated by OsCLSY3 and OsCLSY4 proteins in mediating the cellularization timing and development of endosperm in rice.

## Results

### OsCLSY4 loss of function led to reduced fertility and increased seed defects

The maternally expressed OsCLSY3 is an important regulator of the endosperm-specific RdDM pathway controlling endosperm-specific gene expression in rice. 

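Targeted bisulfite sequencing reads DNA methylation in a chosen region. Bisulfite turns unmethylated cytosines into uracil, the region is amplified by PCR and sequenced, and a cytosine that is still read as cytosine is counted as methylated. Levels are given by sequence context, CG, CHG and CHH, where H is any base but G. In the authors' earlier study, DNA from 60-day-old leaves of osclsy4-kd plants, in which OsCLSY4 was knocked down, was measured in this way in 1 library without replicates. One of its target sequences carries the name clsy3, and its cytosines lie between positions 3 and 638 of that sequence. The authors deposited, for each cytosine, the number of methylated and of unmethylated reads, without normalization, and the paper's methods name cutadapt for trimming and Bismark for the alignment to the target sites. From these counts, a level was computed as methylated reads over all reads at the cytosines with at least 10 reads, together with its 95% Wilson interval. The intervals cover counting error only, because PCR reads without molecular identifiers are not independent molecules, and no correction was made for cytosines that bisulfite failed to convert. The clsy3 target held 14459 calls, and 46 of its 227 cytosines had at least 10 reads, with 24 to 454 reads each. All 46 lie on the plus strand, in a stretch from position 20 to 129 and another from position 430 to 624. The genome position of the target is not given in the files, and a genome was not used here, so the cytosines could not be placed relative to the transposable elements in the OsCLSY3 promoter.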

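In the osclsy4-kd leaf library, the CG level of the clsy3 target was 65.2% over 6 cytosines (1111 of 1703 calls, 95% interval 62.9% to 67.5%). The CHG level was 16.2% over 11 cytosines (497 of 3071 calls, 14.9% to 17.5%), and the CHH level was 33.3% over 29 cytosines (3207 of 9645 calls, 32.3% to 34.2%). At both ends of the first stretch and at the start of the second, runs of 13 and 5 cytosines lay under 0.5%. Leaving these 18 cytosines out, a choice made after seeing the data, moved the levels most and gave 77.6% for CG, 51.2% for CHG and 54.0% for CHH. Bases of the PCR primers could give such runs, which was not settled here. If so, the levels over all cytosines are too low for the leaf DNA. This would matter most for CHG, with 4 of its 11 cytosines outside the runs. In the first stretch, the 7 remaining cytosines had levels from 45.1% to 87.4%, each from 326 reads. In the second stretch, the highest level was 97.9%, at the CHH cytosine of position 552 with 382 reads. Toward the end of the stretch the depth and most levels were lower, with 49.8% of 255 reads at the CG cytosine of position 597 and 0.901% of 111 reads at the CG cytosine of position 624. A WT leaf library was not analysed here, so these values give the methylation present in osclsy4-kd leaves and no difference from WT.

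**Figure D1:**
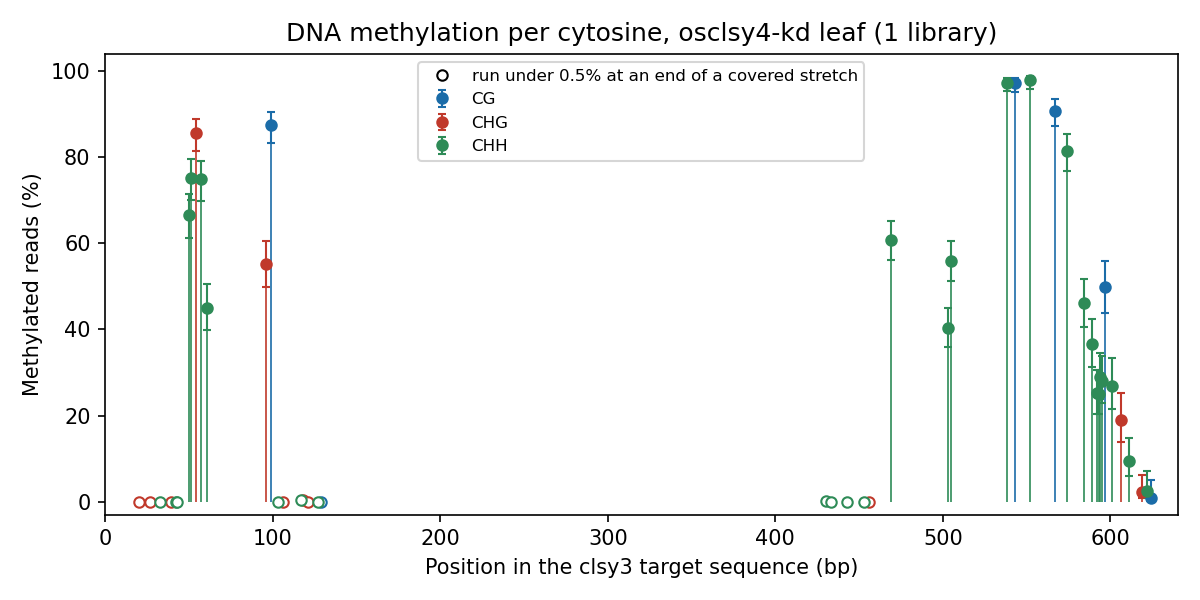
DNA methylation (percent of reads) at each of the 46 cytosines of the clsy3 target with at least 10 reads in the osclsy4-kd leaf library, by position in the target sequence (bp). Colours give the sequence context, bars are 95% Wilson intervals, and open circles are the 18 cytosines in runs under 0.5% at the ends of a stretch. The level is 97.9% at position 552 and 0.901% at position 624.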

Surprisingly, its expression was controlled by the ubiquitously expressed OsCLSY4 targeting two MITE TEs for RdDM in its promoter [32]. The presence of many OsCLSY3-independent sRNA loci in the endosperm was attributed to redundancy with other CLSY members [32]. In addition, the hyper-methylation observed at several genomic loci indicated a competition with another CLSY or other players involved in RdDM. In endosperm tissue, OsCLSY4 is also expressed (S1A and S1B Fig) while expression of OsCLSY1 is negligible [32]. We found that both OsCLSY3 and OsCLSY4 possess N-terminal intrinsically disorder regions and C-terminal SNF2 helicase domains, sharing 31.3% sequence identity and 43.4% similarity between themselves. The N-terminal region of these proteins was comparatively less conserved but C-terminal regions (1030–1440 amino acids) were very well-conserved. We also compared OsCLSY4 protein with the CLSY homolog of maize (RMR1) and found that it exhibited around 64.4% sequence identity and 73.4% similarity. In maize, RMR1 is an important RdDM pathway component and a regulator of paramutation [44]. In previous studies, knockout (ko) of OsCLSY3 and OsCLSY4 led to partial or complete sterility [32,37]. All these pointed out to the possibility that OsCLSY4 might also be playing an important role in rice reproductive development.

To understand the functional redundancy or unique roles of OsCLSY3 and OsCLSY4 in rice endosperm, and to compare with osclsy3-kd data, we used an efficient artificial miRNA (amiR) based kd method to silence OsCLSY4 in *indica* rice line Pusa Basmati-1 (henceforth PB1) [45]. We found up to 70% reduction in *OsCLSY4* transcripts in kd transgenic lines in RT-qPCR analysis (Fig 1A). As observed in os*clsy4*/ *fem2* mutant, these osclsy4-kd plants had reduced vegetative growth (S1C and S1D Fig). Most importantly, osclsy4-kd lines showed many reproductive defects, such as in panicle length, number of spikelets and grain filling rate per panicle, all of which were drastically reduced (Fig 1B and 1C). The RdDM pathway plays a crucial role in pollen viability and reproductive success in plants and several mutants in this pathway, such as *nrpd1a, clsy3*, several AGO genes exhibit pollen sterility [21,32,40]. We performed pollen viability assay and found that the number of viable pollens was also low in osclsy4-kd, indicating possible reasons for the reduced fertility observed (S1E Fig). Similar to osclsy3-kd, the osclsy4-kd seeds were smaller than wild type PB1 seeds (Fig 1D). However, osclsy4-kd seeds were wider than PB1 and osclsy3-kd seeds (Fig 1D and 1E). While both osclsy3-kd and osclsy4-kd led to smaller seeds, grain chalkiness phenotype was observed only in osclsy4-kd endosperms (Figs 1F and S1F). In monocots, endosperm plays a vital role not just in embryo development, but also in seed germination and hence major defects in endosperm results in germination defects [46]. In seed germination assays, we observed slow germination of osclsy4-kd plants (Fig 1G). The emergence and growth of coleoptiles were delayed in osclsy4-kd when compared to control seeds. Our results suggest that OsCLSY4 is also an important regulator of rice reproduction and endosperm development.

**Fig 1:**
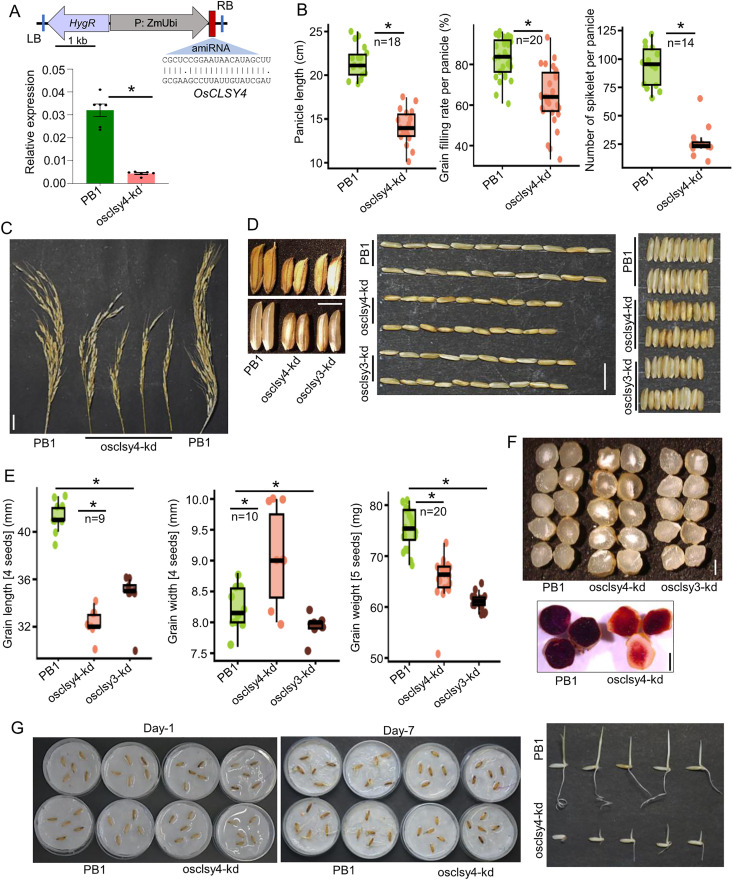
Endosperm-related phenotypes of osclsy4-kd plants. (A) T-DNA vector map of amiR construct. The amiR is driven by ZmUbi promoter. RB-right border, LB-left border. Barplot showing levels of OsCLSY4 expression in clsy4-kd endosperm (EN) is shown. OsActin served as internal control. Error bar-SE. *-significant. Two-tailed Student’s t-test. (B) Boxplots showing panicle phenotypes. In box plots, *-significant (two-tailed Student’s t-test). (C) Images showing panicle morphology. SB (Scale Bar)-2 cm. (D) Images showing morphology of osclsy3-kd and osclsy4-kd seeds. SB-1 mm. Length (middle panel) and width (right) of 10 seeds across lines are shown. (E) Boxplots showing seed length, width and weight in osclsy4-kd and osclsy3-kd. (F) Seed-phenotype of osclsy4-kd and osclsy3-kd dry grains (top) and iodine-staining (bottom) of osclsy4-kd endosperm sections. SB-0.5 mm. (G) Germination-phenotype of osclsy4-kd. Seeds were germinated and photographed. Individual germinating seeds after 7-days in water (Left) and 5-days in media (Right) are shown, respectively.

### OsCLSY4 regulated a large number of sRNA loci in rice endosperm

In order to identify the role of OsCLSY4 in regulating accumulation of sRNAs in rice endosperm, we performed sRNA sequencing in 20 days-old osclsy4-kd endosperm tissues. More than 90% of an average of 25 million reads mapped to the rice genome (S1 Table). A drastic reduction of 24 nt sRNAs in osclsy4-kd endosperm tissues similar to that of osclsy3-kd lines was observed (Fig 2A). To compare the importance of both OsCLSY3 and OsCLSY4 in endosperm, we counted 20–25 nt sRNAs in both kd genotypes (S1 and S2 Data). The analysis indicated that 23–24 nt size class sRNAs were more drastically reduced in osclsy4-kd when compared to osclsy3-kd, indicating that the majority of 24-nt sRNAs accumulating in endosperm are under OsCLSY4 control (S2A Fig). Also, in osclsy4-kd, we observed 1500 OsCLSY4-dependent gained sRNA loci (S3A Fig). Among all the sRNA size classes of sRNAs that had 5’ A showed varying levels of reduction in osclsy4-kd (S2B Fig). To find OsCLSY4-dependent 23–24 nt sRNAs, we performed ShortStack based analysis and found that the expression of more than 70% of 23–24 nt sRNA loci (10521 CLSY4-dependent loci) that are expressed more than 5 rpm in PB1 were reduced in osclsy4-kd endosperm tissues (Fig 2B). These sRNAs originated from class I (TEs that replicate in genome by a copy-and-paste mechanism) and class II (TEs that replicate *via* cut-and-paste mechanism) TEs, as well as from genic regions (Fig 2C). In agreement with their OsCLSY4 dependency, these sRNA loci were reduced in osclsy4-kd (Fig 2D). On the other hand, 21–22 nt sRNAs from miRNA loci were unaltered in osclsy4-kd endosperm, indicating that CLSY4 majorly regulated sRNAs associated with RdDM (Fig 2E). Major families of TEs such as LINE, LTRs, MITEs and other repeat-derived 23–24 nt sRNAs were significantly reduced in osclsy4-kd lines (Figs 2F and S2C). We found that many OsCLSY4-dependent 23–24 nt sRNAs from TEs overlapped with OsCLSY3-dependent 23–24 nt loci, clearly demonstrating the redundant functions of both OsCLSYs in many TEs (Fig 2G). However, we also observed a reduction in a large number of sRNA loci, particularly in individual CLSY kd lines, which suggested their non-redundant function (Figs 2H and S2D). Together, these results collectively indicate that OsCLSY4 also functions as an RdDM regulator in rice endosperm.

**Fig 2:**
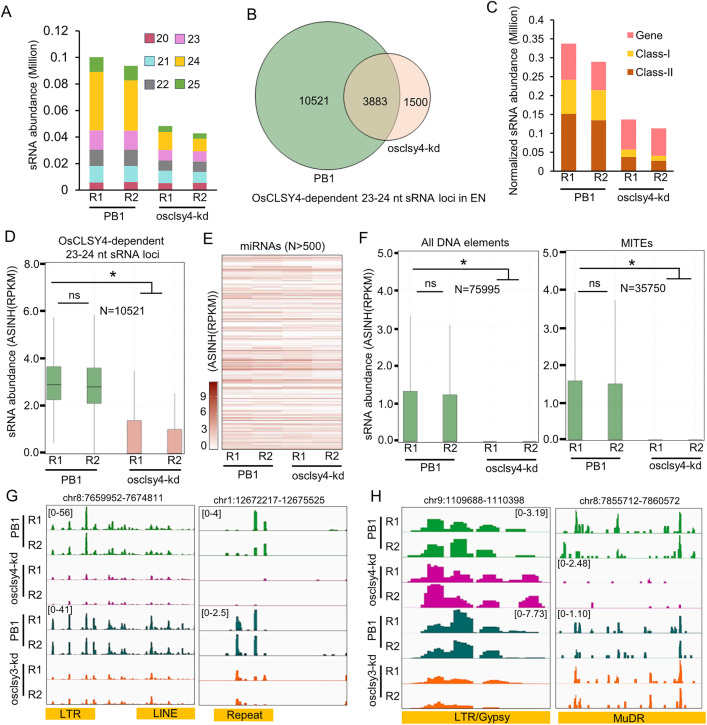
Endosperm sRNAs are globally reduced in osclsy-kd lines. (A) Stacked barplot showing abundance of sRNAs (20-25 nt) in PB1 and osclsy4-kd EN tissues. (B) Venn diagram showing 23-24 nt sRNA loci across PB1 and osclsy4-kd EN. (C) Plot showing 23-24 nt sRNA abundance across different genomic features. (D) Boxplot showing abundance of OsCLSY4-dependent 23-24 nt sRNA loci in PB1 and osclsy4-kd EN. *-significant, ns-non-significant (Wilcoxon test p < 0.01). (E) Heatmap showing expression of miRNAs in PB1 and clsy4-kd EN. ASINH converted RPKM values were used for the heat map. (F) Boxplots showing abundance of 23-24 nt sRNAs in different TE types. N-number of loci. (G) and (H) IGV screenshots showing expression of 23-24 nt OsCLSY3- and OsCLSY4-dependent shared (left) and unique sRNA loci (right) respectively.

### OsCLSY4 and OsCLSY3 non-redundantly regulate accumulation of sRNAs in endosperm

In *Arabidopsis*, CLSY proteins function both non-redundantly and redundantly in a tissue- and locus-specific manner [26,28]. In order to explore if OsCLSY3 and OsCLSY4 act on specific loci in the endosperm, we analyzed published sRNA datasets derived from osclsy3-kd endosperm tissues (S2 Data) [32]. In osclsy3-kd, we found more than 60% of 23–24 nt sRNA loci reduced when compared to WT control (S2 Table). Along with these OsCLSY3-dependent 23–24 nt sRNA loci, we also obtained 583 loci that were gained in osclsy3-kd (S3B and S3C Fig). Upon overlapping OsCLSY3 and OsCLSY4-dependent 23–24 nt sRNA loci, we obtained 1014 sRNA loci that overlapped with each other (‘shared loci), 9507 OsCLSY4-dependent sRNA loci (henceforth, ‘OsCLSY4-unique loci’) and 3889 CLSY3-dependent loci (henceforth, ‘OsCLSY3-unique loci’) (Fig 3A and S3 Data).

**Fig 3:**
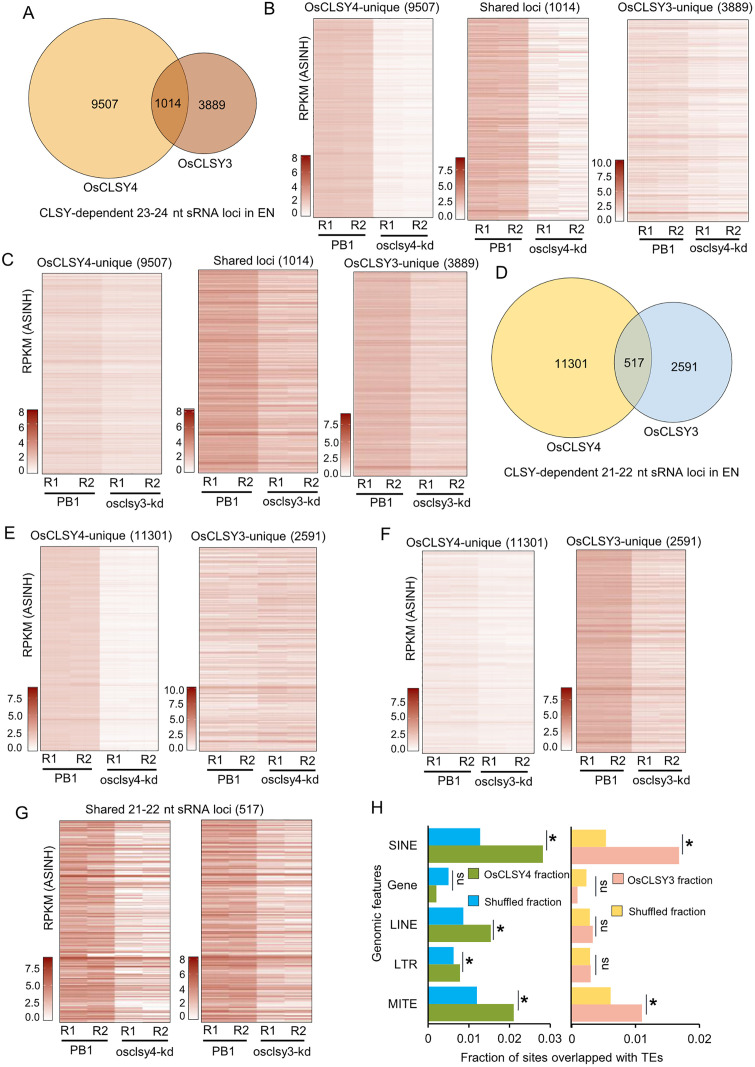
CLSYs regulate endosperm expressing sRNAs in non-redundant ways. (A) Venn diagram representing overlap between OsCLSY3 and OsCLSY4-dependent 23-24 nt sRNA loci. (B), (C) Heatmaps showing 23-24 nt sRNA abundance across OsCLSY4-unique, OsCLSY3-unique and shared sRNA loci. ASINH converted RPKM values were used for heatmaps. (D) Venn diagram representing overlap between OsCLSY3 and OsCLSY4-dependent 21-22 nt sRNA loci. (E), (F), (G) Heatmaps showing 23-24 nt sRNA abundance across OsCLSY4-unique, OsCLSY3-unique and shared sRNA loci, respectively. (H) Bar plots showing fraction of CLSY4-dependent and CLSY3-dependent sRNAs overlapping specific TE features, compared to the fraction obtained from an equal number of shuffled loci across the same TEs. Overlapping regions are measured in base pairs (bp). In plots, *-significant (Fisher’s exact test, p < 0.01).

As expected, OsCLSY4-unique loci were much more reduced in abundance in osclsy4-kd, while OsCLSY3-unique loci were more reduced in osclsy3-kd (Fig 3B and 3C and S3 Data). We observed a marginal reduction of OsCLSY4-unique and OsCLSY3-unique sRNAs in osclsy3-kd and osclsy4-kd endosperm tissues, respectively (Fig 3B and 3C). In order to find out how prevalent shared loci are across TE and other repeat features, we extended the sRNA loci width to 1 kb on both sides (total 2kb extended) and identified a total of 1964 loci that were possibly redundantly regulated by both CLSYs in endosperm tissues (S3D Fig). These results collectively suggested that these rice CLSYs function largely in a non-redundant fashion in endosperm tissues.

Similar to *Arabidopsis*, along with predominant 24 nt sRNAs, there are also 21–22 nt sRNAs in rice endosperm [20,32]. A majority of the 21–22 nt sRNA loci also overlapped with 23–24 nt loci, indicating that their precursors are targeted by multiple DCLs [20]. ShortStack analysis identified 11818 CLSY4-dependent 21–22 nt sRNA loci in rice endosperm (S3E–F Fig). In this analysis, we also identified around 2300 sRNA gained loci in osclsy4-kd (S3E Fig). Around 3987 sRNA loci showed downregulation of both 21–22 and 23–24 nt sRNAs in osclsy4-kd endosperm indicating that OsCLSY4 is an upstream player in these loci (S3G Fig). Similarly, OsCLSY3-dependent 21–22 nt sRNA loci were also identified (S3H–I Fig). A few OsCLSY3-dependent sRNA loci also had sRNAs of both size classes (S3J Fig).

Similar to 23–24 nt sRNAs, there were 21–22 nt sRNAs exclusively regulated by both OsCLSY4 and OsCLSY3. We identified 11301 OsCLSY4-unique and 2591 OsCLSY3-unique 21–22 nt sRNA loci (Fig 3D). As expected, OsCLSY4-unique sRNA loci were downregulated in osclsy4-kd but not in osclsy3-kd (Fig 3E). OsCLSY3-unique sRNA loci were mostly downregulated in osclsy3-kd (Fig 3F). The shared 517 loci were reduced in both kd lines as expected (Fig 3G). Upon extending the length of 21–22 nt sRNA loci, we obtained around 2047 loci in which OsCLSY3 and OsCLSY4 might be functioning redundantly in the endosperm (S3K Fig).

To determine whether CLSYs show preferences for specific genomic features, we compared the CLSY3-and CLSY4-dependent sRNA loci with various genomic features relative to randomly shuffled loci. We observed that OsCLSY4-dependent sRNA loci showed significantly greater overlap with SINE, LINE, MITE and LTRs TEs, whereas OsCLSY3-dependent sRNA loci were more enriched for SINE and MITE elements (Figs 3H and S4A). Interestingly, CLSY4 and CLSY3 show different preference for TEs (S4B Fig). These results indicate that OsCLSY3 and OsCLSY4 regulate distinct sets of sRNA loci in rice endosperm and differ in their preference for specific TE features.

### OsCLSY4 regulates site-specific DNA methylation in the endosperm

CLSYs regulate DNA methylation through the RdDM pathway in both vegetative and reproductive tissues across dicots and monocots [26,36]. Since OsCLSY4 is also expressed in leaves, we performed targeted bisulfite PCR to assess DNA methylation level in osclsy4-kd leaves. We observed specific hypomethylation of the 5S-rDNA repeat in mutant leaves, indicating that OsCLSY4, but not the endosperm-specific OsCLSY3, regulates RdDM in vegetative tissues (S5 Fig).

Further, we performed whole genome bisulfite sequencing of genomic DNA derived from 20-day-old endosperm tissues (S6A Fig). We identified a total of 27345 differentially methylated regions (DMR) in osclsy4-kd in comparison to 27022 DMRs in osclsy3-kd endosperm. In osclsy4-kd, a total of 5984 CG, 10365 CHG and 10997 CHH hypomethylated loci were identified (S4 Data). These numbers were comparable to OsCLSY3-dependent DMRs that we identified previously, indicating that OsCLSY4 also contributes to RdDM in endosperm (S5 Data). Interestingly, we found that 9904 hypo-DMRs were common between osclsy4-kd and osclsy3-kd lines (Fig 4A). Among these shared DMRs, a total of 3626 were exclusively CHH DMRs (Fig 4B). As expected, DNA methylation was reduced in OsCLSY3- and OsCLSY4-DMRs in respective kd lines. However, OsCLSY3 and OsCLSY4-DMRs also exhibited significant reduction in osclsy4-kd and osclsy3-kd lines respectively, indicating that there is redundancy in the activities of these CLSYs in inducing RdDM at some loci (Fig 4C–D). OsCLSY4-dependent sRNA loci overlapped with OsCLSY4-dependent DMRs indicating that OsCLSY4 regulates RdDM at these sites (Fig 4E). Among shared loci, DNA methylation at CHH sites was reduced in both kd lines as expected (Fig 4F). DNA hypomethylation at several TEs, especially MITEs, were observed in osclsy4-kd lines correlating with sRNA reduction (Fig 4E and 4F). These results indicate that OsCLSY4, alongside OsCLSY3, contributes to site-specific DNA methylation in rice endosperm.

**Fig 4:**
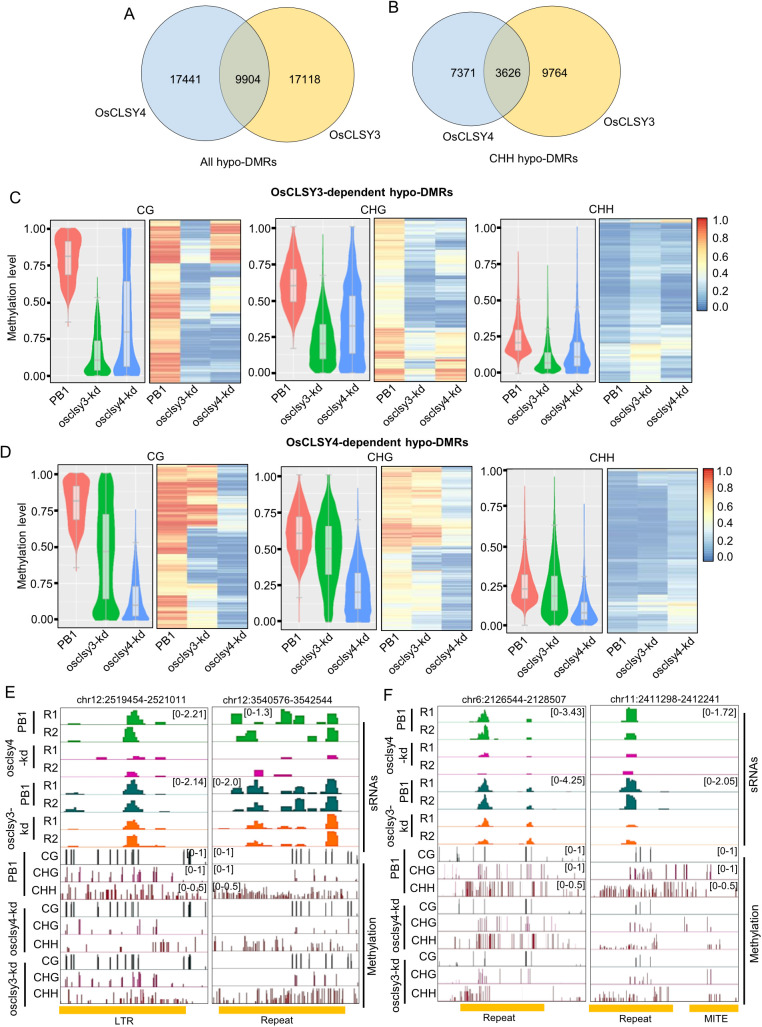
Both OsCLSY3 and OsCLSY4 regulate methylation through RdDM pathway in endosperm. (A), (B) Venn-diagrams showing overlap between all hypo-DMRs and CHH context hypo-DMRs in both kd lines in EN, respectively. (C), (D) Violin-plots and heatmaps showing OsCLSY3 and OsCLSY4-dependent hypo-DMRs, respectively. (E), (F) IGV screenshots representing 23-24 nt sRNA and DNA methylation status of CLSY4-unique and shared loci, respectively.

### osclsy4-kd plants exhibited pronounced hypermethylation across repeats and genic regions

Previous studies in *Arabidopsis* as well as in rice indicated pronounced hypermethylation at several genomic loci when different CLSY genes were mutated [26,28,32,36]. However, the regions showing hypermethylation were neither shared loci between individual CLSYs, nor they were under the direct control of another CLSY member. While the mechanism of this hypermethylation is unknown, it is possible that more than one factor contributed to this phenomenon. Similar to osclsy3-kd, we observed pronounced hypermethylation at several genomic loci specifically at CHH sites in osclsy4-kd (S6A–B Fig). In osclsy3-kd, 1976 CG,7930 CHG and 34070 CHH hypermethylated loci were identified using DMRcaller, whereas about 1062 CG, 2617 CHG and 22761 CHH hypermethylated loci were identified in osclsy4-kd lines (S4 and S5 Data and S6C Fig). We overlapped hyper-DMRs between the OsCLSY3 and OsCLSY4 and identified 10021 shared hyper-DMRs across all sites and 7855 shared CHH hyper DMRs (S6A Fig). The hypo- and hyper-DMR regions in both kd lines did not show any preference for any genomic features (S6B Fig).

In our analysis, different categories of TEs, such as MITEs, Gypsy and SINE elements showed DNA hypomethylation mainly in CHG context as expected. However, there were many TEs having hypermethylation, mainly in CHH context (Fig 5A). Among hypermethylated sites, abundance of 21–22 nt sRNAs was not observed in any of the lines, indicating that CHH methylation did not arise from non-canonical 21–22 nt sRNA-mediated DNA methylation (Fig 5B–D). Surprisingly, a majority of the hypermethylated loci did not overlap with any class of sRNAs (Fig 5B–D). In order to understand if osclsy4-kd led to altered expression of components of DNA methylation/demethylation machinery, we tested expression levels of DNA demethylases and methyltransferases and identified that two ROS genes, namely OsROS1a (Os01g0218032) and OsDML4 (Os03g0110800) were downregulated in osclsy4-kd (S7 Data). These results collectively indicate that CLSY proteins might be suppressing DNA methylation and/or DNA demethylation at several sites that lead to hypermethylation at multiple sites in their mutants. It will be interesting to identify whether these alterations are cell-type/tissue-specific, and/or developmentally regulated.

**Fig 5:**
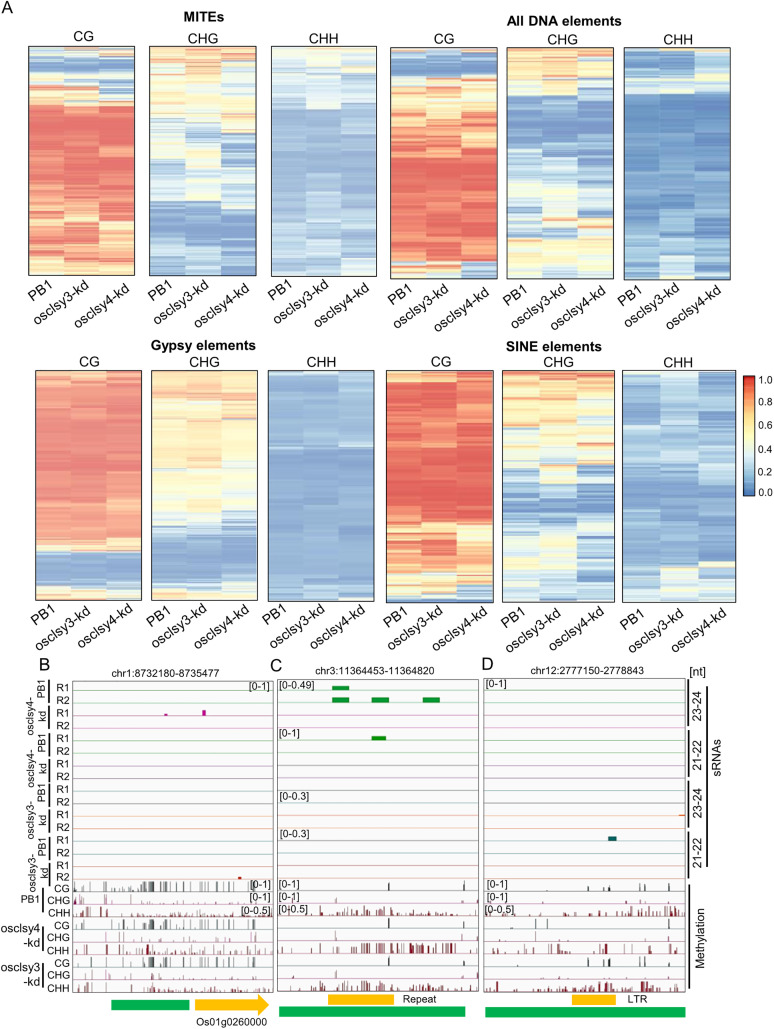
sRNA independent hypermethylation in osclsy3-kd and osclsy4-kd EN tissue. (A) Heatmaps showing DNA methylation levels across different TEs in kd lines of both CLSYs in EN. (B), (C), (D) IGV screenshots showing hyper methylated OsCLSY4, shared and OsCLSY3 loci in EN, respectively.

### OsCLSY3 and OsCLSY4 redundantly regulate siren loci in rice

In endosperm tissues, a unique set of sRNA loci called siren (siRNA endosperm-specific) contribute to most of the sRNAs derived from a fewer loci that regulate specific genes involved in development [47–52]. They are predominantly generated from the maternal tissues [49,51,52]. Siren sRNAs act as hybridization barriers by regulating parental dose of gene expression [52]. In *Arabidopsis* and *Brassica rapa*, expression of siren sRNAs are regulated by reproductive-tissue specific CLSY3 and CLSY4 [27,50,51]. We explored if OsCLSY4 is involved in the regulation of siren expression in rice endosperm similar to OsCLSY3 [32]. Among the 797 siren loci in rice, most were reduced in abundance in osclsy4-kd endosperm (S6 Data). These loci were also reduced in osclsy3-kd lines indicating that both these CLSYs regulate expression of siren loci redundantly (Fig 6A–C). As observed in *Arabidopsis* [52], several siren loci were heavily methylated and the status of DNA methylation remained unchanged in osclsy3-kd and osclsy4-kd lines (Fig 6D), however, at selected siren loci, we also observed DNA hypomethylation in both kd genotypes (Fig 6B). A total of 38 siren adjacent genes, such as Os02g0527200, Os10g0177200 and Os01g0629900 were significantly upregulated in kd lines. Also, around 70 siren adjacent genes were downregulated in osclsy4-kd (Fig 6E). Although, the importance of DNA methylation and its contribution to siren RNA loci expression are unknown, it is clear that both OsCLSYs play a major role in their regulation and indirectly the expression of siren loci associated genes. It is important to note that the homologs of rice CLSY3 and CLSY4, i.e., AtCLSY3 and AtCLSY4, also regulate siren loci expression in ovules and endosperm, indicating possible conserved functions of this clade of CLSY members.

**Fig 6:**
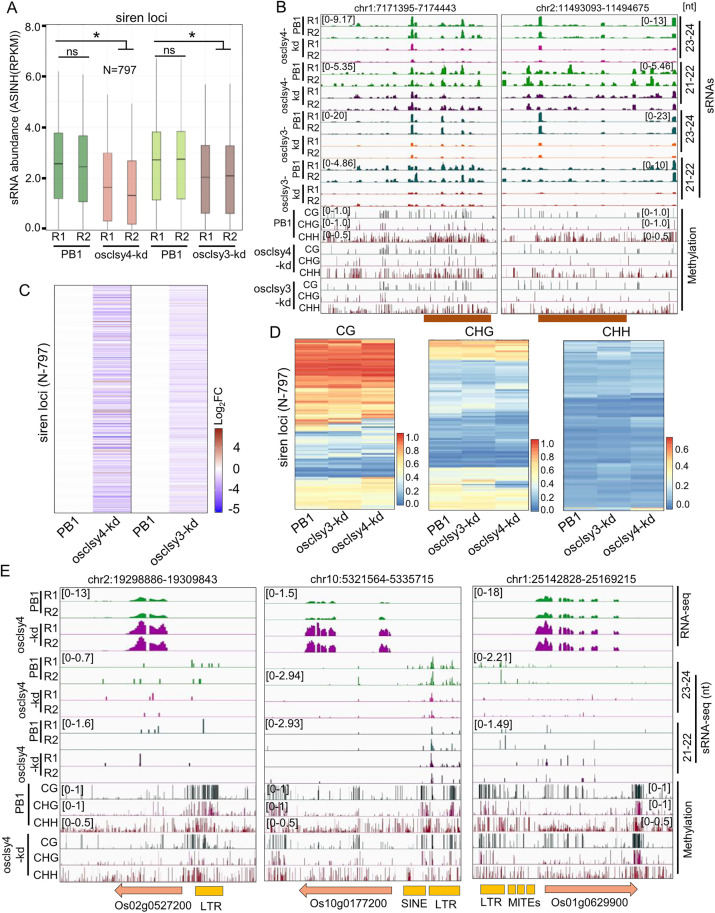
Both OsCLSYs redundantly regulate siren loci in rice. (A) Boxplot showing expression of 23-24 nt sRNAs in PB1, and osclsy3-kd and osclsy4-kd EN. *-significant. ns-non-significant (Wilcoxon test p < 0.01). (B) IGV screenshots depicting expression of 23-24 and 21-22 nt sRNAs from siren loci. (C) Heatmaps showing expression of siren loci (N-797) in the osclsy4-kd and osclsy3-kd EN tissues. (D) Heatmaps showing DNA methylation level in siren loci in kd lines EN. (E) IGV screenshots showing expression of siren loci adjacent genes in osclsy4-kd EN.

### OsCLSY4-dependent sRNA loci control expression of neighboring genes through RdDM

Similar to osclsy3-kd, osclsy4-kd lines also displayed endosperm defects. To understand the molecular basis for the chalkiness phenotype observed in osclsy4-kd, we performed transcriptome analysis of 20-day-old osclsy4-kd endosperms. We documented absence of green-tissue specific marker gene expression indicating that the tissues taken for analysis were free from maternal-tissue contamination (S7A Fig). A total of 1456 upregulated and 1875 downregulated genes were observed in osclsy4-kd (Fig 7A). Although specific pathway genes were not altered, several metabolism-related genes were mis-expressed in osclsy4-kd lines (S7B Fig). Since osclsy4-kd, but not osclsy3-kd, endosperm showed chalkiness phenotypes, indicating a lack of progression to cellularization, we overlapped differentially expressed genes (DEGs) between both kd lines. We identified 2206 and 1628 unique DEGs in osclsy4-kd and osclsy3-kd endosperms, respectively, indicating that both CLSYs play unique roles in endosperm development (Fig 7B). We also identified 30 upregulated and 31 downregulated genes shared between both kd lines (S7C Fig), among which are Os01g0726250 and Os08g0127900 (an endosperm-specific gene 115/ Similar to Globulin 1) (Fig 7C). Genes that showed clear differences between both kd lines included Os07g0568700 (FORAL ORGAN REGULATOR 1) and Os12g0268000 (Cytochrome P450 monooxygenase) that had opposite expression patterns between osclsy3-kd and osclsy4-kd lines (S7D Fig). It is possible that some of the gene expression abnormalities might be due to vegetative and reproductive defects observed in osclsy4-kd.

**Fig 7:**
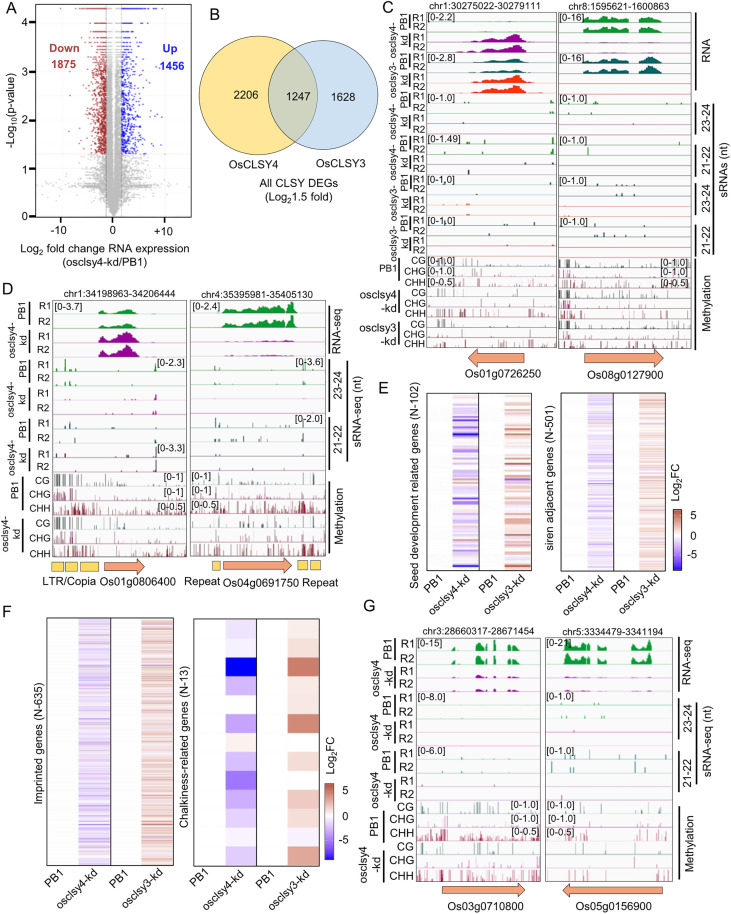
OsCLSY4 regulates expression of many crucial endosperm-specific genes in rice. (A) Volcano plot showing expression of genes in osclsy4-kd EN. (B) Venn diagram representing overlap between DEGs (Log2 fold change-1.5) between osclsy3-kd and osclsy4-kd EN. (C) IGV screen shots showing expression of upregulated and downregulated genes in osclsy4-kd and osclsy3-kd EN. (D) IGV screenshots showing upregulated and downregulated genes in osclsy4-kd EN. (E) and (F) Heatmaps showing expression of seed-development related, siren adjacent, imprinted and chalkiness-related genes in osclsy3-kd and osclsy4-kd EN tissues, respectively. Log2 fold change (FC) RPKM values were used for heatmaps. (G) IGV screenshots showing OsCLSY4-mediated regulation of two chalkiness-related genes in osclsy4-kd EN.

To explore the role of OsCLSY4-associated RdDM pathway in controlling expression of genes, we analysed the sRNA and methylation levels in the vicinity of upregulated DEGs. The genes such as Os01g0806400 (DUF617) and Os01g0136100 (OsHsp16.9A) showed clear upregulation in osclsy4-kd (Figs 7D and S7E), and their promoters contain TEs and repeats under the control of OsCLSY4. Several seed development-associated genes such as Os11g054650 (glycosyltransferase 6) and Os04g06917500 (phosphoribosylanthranilate transferase) were downregulated in osclsy4-kd mainly due to DNA hypermethylation at their promoters or terminators (Figs 7D and S7E). Since many genes were uniquely mis-expressed between osclsy3-kd and osclsy4-kd endosperms, it is likely that these proteins regulate endosperm development in different stages//cell types.

### OsCLSY4 has distinct targets in vegetative tissues when compared to endosperm

Unlike OsCLSY3, OsCLSY4 is expressed in both vegetative and reproductive tissues in rice. In leaf tissues, OsCLSY4 is the major CLSY member and it appears to target genomic regions such as TEs and repeats [37]. To understand if the sRNA loci regulated in vegetative tissue and the endosperm originate from same regions, we analyzed and compared OsCLSY4-dependent sRNA loci across these tissues (S8 Data). Similar to endosperm tissue, 23–24 nt sRNAs were also reduced in class I, class-II TEs and genic regions in osclsy4-kd (S8A Fig). Interestingly, there were 3544 CLSY4-dependent 23–24 nt sRNA loci overlapping between these tissues. However, a majority of the OsCLSY4-dependent sRNA loci were unique between leaf (69721) and endosperm (6977) tissues, indicating a tissue-specific preference of CLSY4 for genomic loci (S8B Fig). OsCLSY4-dependent sRNA loci originated from TEs and genes in a tissue-specific manner (S8C–S8F Fig). This altered preference of OsCLSY4 might be due to variation in its expression level, possibility of its distinct protein interacting partners or other epigenetic marks. Since CLSY4-dependent sRNAs were mostly different between leaves and endosperm, it is possible that a different set of genes are under its control in these tissues. In agreement with this, several transcription factors specifying the recruitment of AtCLSY3 to initiate RdDM were recently identified, and they had specific roles in male and female reproductive tissues [53,54]. To explore genes that are regulated by OsCLSY4 in two tissues, we compared the DEGs and found only 119 genes that were shared between two tissues (S8G Fig and S9 Data). Together, these results indicate that ubiquitously expressed OsCLSY4 plays a tissue-specific role in regulating sRNA expression and RdDM.

### OsCLSY4 regulates expression of many seed development and chalkiness-related genes in rice

The triploid tissue of endosperm expresses a unique set of genes that are important for the regulation of development, including nutrient accumulation. Endosperm development and growth is a complex process regulated by several signaling, hormonal and epigenetic pathways [55,56]. We observed the mis-expression of many seed development-related genes connected to these pathways in endosperms of both the kd lines (Figs 7E and S8E–S8F). Around 15 seed development-related genes were among the DEGs in osclsy4-kd. Genes such as OsBZR1, OsAGO2, GW6, OsYUCCA11 and NF-YC12 [56–59], that are well-known regulators of endosperm development in rice, were significantly downregulated in osclsy4-kd. Key metabolism-associated genes such as OsGAD2, AWN1 and RAG2 were significantly upregulated in the osclsy4-kd lines. AWN1 (Os04g0350700) is a negative regulator of seed size and its expression correlated with shorter seeds in osclsy4-kd [60]. Among the MADS-box genes that regulate floral development, cellularization and developmental programmed cell death in rice endosperm [61–63], we observed total of 7 MADS-box genes - OsMADS3, OsMADS4, OsMADS6, OsMADS8, OsMADS17, OsMADS18 and OsMADS29 that were significantly downregulated in osclsy4-kd (S7F Fig). The siren loci adjacent genes were also mis-expressed in osclsy4-kd lines (Fig 7E). Among the 635 imprinted genes in rice, 139 were significantly mis-expressed in osclsy4-kd. Among them, 42 genes had a clear upregulation in osclsy4-kd (Fig 7E and 7F). These results suggest that OsCLSY4 is also an essential and important epigenetic-regulator of gene expression in rice endosperm.

Interestingly, we observed grain-chalkiness phenotype in osclsy4-kd endosperm but not in osclsy3-kd (Fig 1F). The grain-chalkiness is a complex phenotype which arises due to environmental stresses. Defects in starch, protein metabolism, transcription, organelle-development related genes lead to grain-chalkiness [64]. Here, in osclsy4-kd, around 7 well-studied chalkiness-related genes such as OsNUDX7, OsMKK3, OsbHLH96, OsCIN2, OsGF14f, OsCrRLKL3 were significantly downregulated (Fig 7G). The majority of those genes were unaltered upon osclsy3-kd. The two genes OsbHLH96, CHALK5 were also slightly upregulated in osclsy3-kd endosperm (Fig 7F). All these results collectively suggested that CLSY4-mediated RdDM pathway regulates grain-chalkiness in rice.

## Discussion

The endosperm fate differs between monocots and dicots. In monocots such as rice, endosperm is retained and used during germination as a nutrient source [65,66]. Epigenetic pathways such as DNA methylation, demethylation and histone modifications regulate endosperm development. Epigenetic players such as *OsFIE1, OsEMF2a, ZmFIE1* were identified as central to imprinting and endosperm development in monocots [18,67–73]. The RdDM pathway particularly plays a critical role in balancing parental genome contributions and ensuring cellularization timing in endosperm tissues [52,74]. In agreement with this, disruption of RdDM often led to severe reproductive abnormalities, including but not limited to pollen defects, low seed setting, seed size alterations, etc.

In rice, the mechanisms by which RdDM recognizes TEs and repeats in a tissue-specific manner remains unclear. Our study focuses on the roles of OsCLSY3 and OsCLSY4, two upstream putative chromatin remodelers of the RdDM pathway.

Among the three CLSYs, both OsCLSY3 and OsCLSY4 are expressed in endosperm tissues. In endosperm, imprinted OsCLSY3 expresses at higher level than OsCLSY4, while OsCLSY1 is restricted to the embryo and early growth stages. In panicle tissue, OsCLSY3 is majorly bound to LTR TEs as well as other genomic regions and targeted them for RdDM [32]. This regulation was important for the expression of imprinted genes and seed development-associated genes. In this work, we show ubiquitously expressed OsCLSY4 is also a major player in rice endosperm development, targeting specific TEs and repeats different from those targeted by OsCLSY3 (Fig 8). We found both osclsy3-kd and osclsy4-kd lines had smaller seeds but there were also many phenotypic differences in seeds between the kd lines.

**Fig 8:**
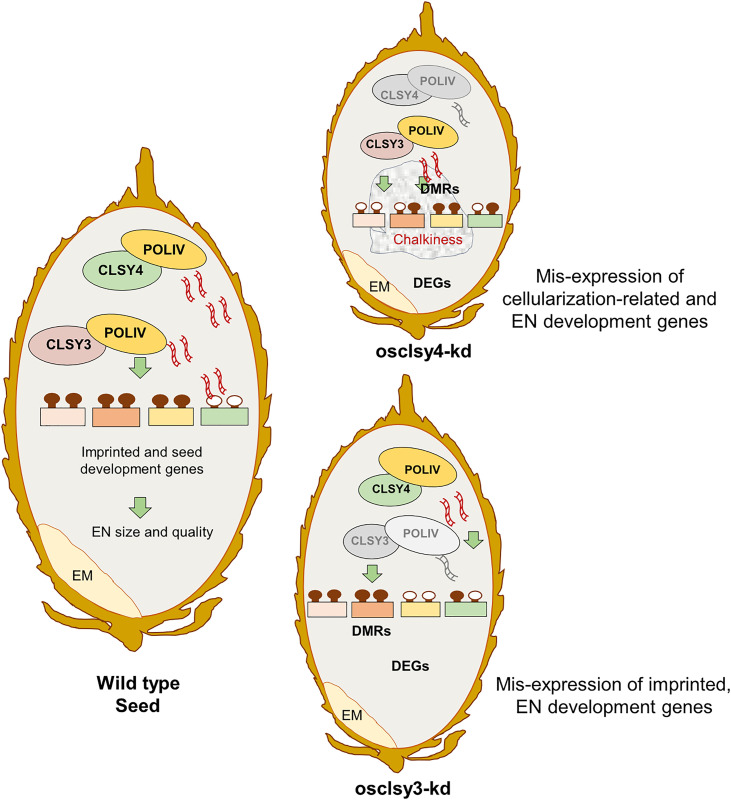
OsCLSY4 is also a crucial regulator of rice endosperm development. OsCLSY4 and OsCLSY4 both are important for proper endosperm development in rice. Both the kd lines showed smaller endosperm, but only osclsy4-kd showed grain-chalkiness phenotype. Both rice CLSYs control many unique loci as well as a few shared loci in EN. Those sRNAs direct DNA methylation (filled lollypop) and induced associated epigenetic regulations that are crucial for proper endosperm development. Both kd lines show hypomethylation at their dependent loci (unfilled lollypops). EM-embryo, EN-endosperm, DEGs-differentially expressed genes, DMRs-differentially methylated regions.

It is important to delineate redundant and non-redundant functions of these CLSY proteins that promote endosperm development and imprinting in rice. As shown in *Arabidopsis*, our data reveal that OsCLSYs majorly act non-redundantly in endosperm but there were a large number of loci in which both function in a redundant manner. Both CLSYs act redundantly in the siren loci and associated genes. Interestingly, 23–24 nt sRNAs were much more reduced in osclsy4-kd than osclsy3-kd which further suggested that ubiquitously expressed OsCLSY4 might be the predominant CLSY in rice, similar to the functions of AtCLSY1 in *A. thaliana*. Recent studies indicated that a large number of maternal sRNAs accumulated in the endosperm originated from surrounding maternal tissues [49,50,52]. Unlike *OsCLSY3*, the *OsCLSY4* is expressed in the surrounding tissues in addition to endosperm and this might aid in the accumulation of sRNAs in endosperm from surrounding maternal tissues. As reported in *Arabidopsis* endosperm [20], rice endosperm also produces a large number of 21–22 nt sRNAs that were under the control of both OsCLSY3 and OsCLSY4. Since the genes associated with siren loci are key regulators of imprinting, triploid block and post-zygotic reproductive barrier, CLSYs might act as crucial players in those processes as well [20,52,74]. Also, sequence variation of OsCLSY3 between members of *Oryza* has been documented [32]. Amino acid variations between both OsCLSY3 and OsCLSY4 among different rice accessions as well their expression levels might differentially regulate TEs and repeats, thereby controlling key agronomically important traits. In *Arabidopsis*, CLSY1 D538E mutation is involved in the regulation of lateral root numbers specifically in low K^+^ conditions [75].

DNA hypermethylation at specific regions was first reported in *Arabidopsis clsy* single mutants along with expected sRNA-dependent hypomethylation [36]. Presence of hyper-DMRs in *clsy* single mutants indicated that CLSYs regulate global DNA methylation and demethylation balance in the genome. It was postulated that DNA demethylation was possibly defective in *clsy* individual mutants to ensure hypermethylation is maintained. However, expression of ROS1 and other demethylases were unaffected in *Arabidopsis clsy* single mutants. A recent study in maize showed loss of ZmROS1a led to reduced CLSY expression, weaker sRNA, deficient RdDM activity and suggested the presence of a feedback loop [76]. In rice, among the six demethylases, *OsROS1* and *OsDML4* were significantly downregulated in osclsy4-kd endosperm. Interestingly, both these demethylases were documented as crucial players in rice endosperm development [77–79].

In several hyper-DMRs, sRNA-independent hypermethylation was observed and the hypermethylated sites were distinct between individual clsy-kd lines. It indicates a possibility that hypermethylation is not necessarily due to redundancy or competition in CLSY-bound regions by individual CLSYs. Pol IV-suppressed sRNAs that depend on Pol II in rice and *Arabidopsis* led to the production of different-sized sRNAs from diverse genomic regions [40]. Such a regulation required CLSY proteins and Pol IV complex assembly, but not other downstream players including DCLs and AGOs [40]. This suggests that different polymerases compete for specific genomic regions to initiate RdDM through various mechanisms. Blocking the canonical RdDM might promote stronger non-canonical RdDM, resulting in hypermethylation at certain loci [80].

It is also possible that the absence of RdDM in specific regions controlled by individual CLSY proteins might have altered nucleosome positions or chromatin marks to initiate more methylation through their properties as chromatin remodelers. For example, FACT complex protein SSRP1 plays a role in DME-mediated DNA demethylation in *Arabidopsis* endosperm [81,82]. Some of the hypermethylation might not be through sRNAs, but through other sRNA-independent DNA methylation or silencing such as mediated in *ddm1* and *mom1* mutants [83–85]. Future research could investigate the mechanism by which hypermethylation arises in *clsy* mutants.

It is interesting to note that individual CLSYs compared here target same family of TEs without competing for any single TE in endosperm. Since such a specific targeting was essential in regulating gene expression necessary for endosperm development and imprinting, it is unclear how such a preference is initiated and maintained. It would be an interesting area for further investigation to understand how TEs and other features are recognized by the CLSYs.

Similar to osclsy3-kd, osclsy4-kd also showed smaller endosperm but in osclsy4-kd, the seeds were slightly wider than PB1. Many known endosperm-development associated genes such as OsBZR1, GW6, OsYUCCA11, NF-YC12, OsDML4, AWN1 and RAG2 were downregulated in osclsy4-kd. Interestingly, osclsy4-kd seeds showed grain chalkiness phenotype which was not observed in osclsy3-kd. This phenotype was also observed in OsCLSY3 OE seeds where OsCLSY3 expression was more than control WT tissues [32]. This suggests that higher expression of OsCLSY3 beyond a threshold result in chalkiness possibly by altering expression of imprinted, seed development genes or metabolic pathway-related genes. Altered seed size, endosperm quality and developmental timing due to altered dose of expression of imprinted genes is well known among plants. Many well-studied seed size-related and imprinted genes such as Os02g0517531, Os05g0477200, Os05g0447200, Os02g0682200 Os07g0530400, Os05g0490700 were mis-expressed in OsCLSY3 OE, osclsy4-kd and osclsy3-kd endosperm tissues (S9 and S10 Data). From these observations it appears that proper ratio of OsCLSY3 and OsCLSY4 is absolutely important to maintain proper endosperm development, especially the cellularization timing.

Normal rice grains contain tightly packed starch granules, whereas chalky grains exhibit loose, spherical granules that reduce milling quality and nutrient value [64]. Chalkiness is a complex trait influenced by environmental stresses such as drought, heat and nutritional stress conditions [64]. The RdDM pathway helps plants respond to many abiotic stresses such as heat, cold, drought, salt and nutrient starvation [86–88]. TEs are well-known to get de-repressed in abiotic stressed conditions to get inserted near genes. Our findings suggest that OsCLSY4-mediated RdDM may act as the important regulator of stress signaling and seed development. We observed a direct correlation between the abundance of sRNAs and the expression of a few grain chalkiness-associated genes in osclsy4-kd. Future research might reveal how each upstream RdDM pathway player, including but not limited to CLSY proteins, might regulate gene expression under stresses that crops encounter routinely.

## Methods

### Rice transformation and plant growth

For generating transgenic rice plants, *Agrobacterium*-mediated transformation was performed as described previously [89,90]. Briefly, 3 weeks old scutellum-derived calli from PB1 line (*O. sativa indica*) were used. Calli were infected with *A. tumefaciens* strain LBA4404 having *vir* helper plasmid pSB1 (pSB1 carries extra copies of *vir* genes) and the binary plasmids of interest. Hygromycin antibiotic was used as a selection marker. The regenerated transgenic seedlings were maintained in a growth chamber at 23°C with 16h/8h light/dark cycle at 70% relative humidity (RH). The plants were subsequently transferred to a greenhouse.

### Vector design and construction

The amiR that targets OsCLSY4 mRNA was designed using the WMD3 web tool [91,92], with the stringent criteria for robust amiR generation as described previously [45]. The amiR-precursors were synthesized by GeneArt (Thermofisher). The amiR sequence was cloned into pCAMBIA1300 under maize Ubiquitin promoter (P:*Zm*Ubi) with *hygromycin phosphotransferase (hph)* gene as a selection marker. The construct was verified by restriction enzyme-based analysis followed by sequencing. Construct was mobilized into *Agrobacterium* strain LBA4404 (pSB1), and mobilization was verified by PCR analysis.

### Phenotyping of transgenic plants

Phenotypes of transgenic plants such as plant height, panicle length and number of spikelets per panicle were measured using (n > 6) mature plants grown for about 4 months. Phenotypes of roots and shoots of transgenic plants were measured using (n > 8) media-grown 10-day-old seedlings. Images of rice seeds and endosperm from rice lines were obtained using Lecia S8APO stereomicroscope and Nikon camera. For statistical analysis, paired *t*-tes*t* was used.

### RNA extraction and RT-qPCR

Total RNA extraction from rice tissues was performed using TRIzol Reagent (Invitrogen) as per manufacturer’s instructions. For endosperm tissue, RNA isolation was performed as described earlier [32,93]. RT-qPCR was performed for the expression of OsCLSY4 and other genes. First-strand cDNA was synthesized from 1.0 µg of total RNA using Thermo Scientific RevertAid First Strand cDNA Synthesis Kit, as per manufacturer’s instructions. qPCR was carried out with Solis Biodyne - 5x HOT Firepol Evagreen qPCR Master Mix. As internal control, *OsActin* (Os03g0718100) and *Glyceraldehyde-3-phosphate dehydrogenase* (*OsGAPDH)* (Os04g0486600) were used. RT-qPCRs were performed at least three times using the BioRad CFX system. Primers used for analysis are provided in S3 Table.

### DNA methylation analyses

Total DNA was isolated from 20 day-old endosperm using CTAB method [94]. Equal amount of DNA was sheared to produce 350 bp fragments using ultrasonication (Covaris). Bisulfite conversion was performed using EZ DNA Methylation-Gold Kit as per the manufacturer’s instructions. The libraries were constructed using the IDT xGen Methyl-Seq Lib Prep (Catalog no-10009860) and sequenced using NovaSeq 6000 (2X 100 bp mode). Obtained reads were trimmed using Trimmomatic after quality checking [95]. The reads were aligned to the IRGSP1.0 genome using Bismark aligner tool with default parameters [96]. DNA methylation status was extracted and coverage reports were generated using Bismark tools. The CG, CHG and CHH reports were made from the CX report file. The metaplots and heatmaps were generated using the ViewBS methylation package [97].

For the targeted BS sequencing, total DNA was isolated from 60-day-old leaf tissue using the CTAB method. About 200–400 ng of DNA was treated using EZ DNA Methylation-Gold Kit (Zymo Research). The treated DNA was used for PCR as a template. Targeted regions were amplified by JumpStart Taq DNA Polymerase (Sigma). The PCR products were deep sequenced on NovaSeq 6000 (2X 100 bp mode) platform. The obtained reads were quality checked and trimmed using cutadapt [98] and aligned to create genome (target sites) using Bismark aligner tool [96]. The obtained results are analyzed using methylation package ViewBS [97]. Primers used for analysis are provided in S3 Table. The bisulfite conversation efficiencies ranged from 94-96%, slightly below the ideal > 99% threshold, but within the acceptable range for plant WGBS data indicating that methylation estimates remain reliable with minimal bias (S4 Table).

### sRNA library preparation and differential expression analyses

Total RNA extraction from endosperm and sRNA library preparations were carried out as described previously [40]. After checking the quality of obtained reads, the adaptors were trimmed by UEA sRNA Workbench [99]. The filtered sRNAs were classified into 21–22 nt and 23–24 nt reads, and aligned using Bowtie -v 1 -m 100 -y -a --best --strata [100]. The sRNAs loci were identified using Shortstack with the following parameters: --nohp --mmap f --mismatches 1 -mincov 5 rpmm [101]. CLSY-dependent sRNA loci were identified by bedtools intersect [102]. For quantifying the sRNA abundance from transposons, and siren loci, bedtools multicov was used to obtain raw abundance and then normalized to RPKM values [102,103]. To plot the data, inverse hyperbolic sine scale (ASINH) was used. Obtained values were plotted as box plots using custom R scripts in ggplot2 [104]. The venn diagrams were generated by intervene online tools [105]. For publicly available datasets sRNAs loci were identified using Shortstack with following parameters: --nohp --mmap f --mismatches 1 -mincov 2 rpmm [101]. TE enrichment was accessed by calculating the base pair (bp) overlap of CLSY-dependent loci with each TE class relative to randomly shuffled loci. Enrichment was defined as the ratio of overlapped bps to total bps of each TE class in the genome.

### RNA-seq and analyses

RNA-seq was performed using 20-day-old endosperm tissues as source tissue. Poly(A) enrichment was performed before the library preparation using NEBNextUltraII Directional RNA Library Prep kit (E7765L) as per manufacturer’s instructions. The obtained libraries were sequenced in NovaSeq 6000 (2X 100 bp mode) platform. The obtained reads were adapter trimmed using Trimmomatic after the quality checking [95] and aligned to IRGSP1.0 genome using HISAT2 with default parameters [106]. Cufflinks was used to perform differential gene expression (DEG) analyses and statistical testing [107]. Volcano plots were generated for DEGs using custom R scripts with a p-value cut-off of less than or equal to 0.05 and the absolute log_2_ (fold change) expression cut-off of more than or equal to 1.5. For quantifying the expression of genes, bedtools multicov [102,103,108] was used to obtain raw abundance and then normalized to RPKM values. DEseq2 was used to identify log_2_1.5 fold change upregulated and downregulated genes with the p-value cut-off of less or equal to than 0.05 [109]. These values were plotted as box plots and heatmaps using custom R scripts in ggplot2 [104]. For publicly available datasets, log_2_1.0 fold change upregulated and downregulated genes with the p-value cut-off of less than or equal to 0.05 were identified by DEseq2 [109].

### GO analysis

The GO analysis was performed using ShinyGO v0.75 platform [110]. The gene IDs were used from RAPDB. The biological processes with FDR cut-off of p-value-0.05.

### SEM imaging

For scanning electron microscope (SEM) imaging, rice endosperms were collected (25 DAP) and fixed in 16% formaldehyde, 25% glutaraldehyde and 0.2 M cacodylate buffer for 12–16 h. The samples were rinsed with double distilled water and dehydrated in a series of ethanol (30%,50%,70% and 100%) passages and dried in critical point drying (CPD, Leica EM CPD300). After CPD, endosperms were cut by a sharp razor blade. Samples were coated with gold, and the images were obtained using a Carl Zeiss scanning EM (Scanner SE2) at an accelerating voltage of 2 kV-4 kV as described before [40,111].

### Germination assay

The germination assay was performed as described previously [112]. A total of 20 seeds of different genotypes (n = 5) were imbibed on the wet filter paper in 5 cm diameter petri-plates. In all the plates, 4 ml of single distilled water was used to wet the filter papers and seeds were germinated at 25°C for 7 days in the dark. Experiments were repeated twice independently. The germination assay was also performed in MS media with surface sterilized seeds of different genotypes.

### Pollen staining

Pollen viability test was performed using I_2_-KI staining solution containing 0.2% (w/v) I_2_ and 2% (w/v) KI as described [111,113,114]. Anthers from six spikelets of mature panicles were collected in 200 µl of solution one day before the fertilization. Mechanical shearing was used to release pollens into the solutions. After 10 min, viable pollen grains were counted under the bright-field microscope (OLYMPUS BX43). Before imaging, anther and other debris were removed carefully. Dark stained and round pollen grains were considered as viable, while very light blue and distorted pollens were considered as non-viable [40,115].

### Statistics and reproducibility

No data were excluded from the analysis. All SEM images were performed at least twice with different samples. Statistical analysis was performed using two-tailed paired Student’s *t-*test, Fisher’s exact test or two-sided Wilcoxon test to determine differences between two groups. Statistical analyses were performed using excel and R studio. Details such as the number of replicates, the level of significance and sample sizes for RT-qPCR, RNA analysis, sequencing, phenotyping were mentioned in the corresponding figure legends, text and S1–S10 Data. A full list of primers, probes, sequences and other details are available in S1–S4 Tables.

## Supporting information

S1 Fig Phenotypes of osclsy4-kd plants.

S2 Fig Endosperm-sRNAs are regulated by both OsCLSYs.

S3 Fig OsCLSYs regulate expression of 21–22 nt sRNAs in endosperm.

S4 Fig Genomic distribution and overlap of OsCLSY3- and OsCLSY4-dependent sRNA loci with different genomic features.

S5 Fig DNA methylation in an RdDM loci regulated by OsCLSY4 in leaf.

S6 Fig OsCLSYs regulate DNA methylation in endosperm non-redundantly.

S7 Fig OsCLSY4 regulates expression of protein coding genes.

S8 Fig OsCLSY4 targets different regions for sRNA production in seedling tissue.

S1 Table Details of high-throughput genomics data generated in this study.

S2 Table Details of high-throughput genomics data obtained from publicly available datasets.

S3 Table List of oligos and probes used in this study.

S4 Table Table showing methylation non-conversion rate.

S1 Data OsCLSY4-dependent sRNA loci.

S2 Data OsCLSY3-dependent sRNA loci.

S3 Data Unique and common OsCLSY3 and OsCLSY4 loci.

S4 Data OsCLSY3 DMRs in Endosperm.

S5 Data OsCLSY4 DMRs in Endosperm.

S6 Data Expression of 23–24nt sRNAs from siren loci.

S7 Data OsCLSY4 and OsCLSY3 DEGs in endosperm.

S8 Data OsCLSY4-dependent 23–24 nt sRNA loci in seedling.

S9 Data OsCLSY4 DEGs in seedling.

S10 Data DEGs OsCLSY3 OE Endosperm.

## References

[1] PiresND. Seed evolution: parental conflicts in a multi-generational household. Biomol Concepts. 2014;5(1):71–86. doi: 10.1515/bmc-2013-0034 25372743

[2] BarouxC, SpillaneC, GrossniklausU. Evolutionary origins of the endosperm in flowering plants. Genome Biol. 2002;3(9):reviews1026. doi: 10.1186/gb-2002-3-9-reviews1026 12225592 PMC139410

[3] GehringM. Genomic imprinting: insights from plants. Annu Rev Genet. 2013;47:187–208. doi: 10.1146/annurev-genet-110711-155527 24016190

[4] WangG, KöhlerC. Epigenetic processes in flowering plant reproduction. J Exp Bot. 2017;68:erw486.10.1093/jxb/erw48628062591

[5] BergerF, HamamuraY, IngouffM, HigashiyamaT. Double fertilization - caught in the act. Trends Plant Sci. 2008;13(8):437–43. doi: 10.1016/j.tplants.2008.05.011 18650119

[6] De JongTJ, Van DijkH, KlinkhamerPGL. Hamilton’s rule, imprinting and parent-offspring conflict over seed mass in partially selfing plants. J Evol Biol. 2005;18(3):676–82. doi: 10.1111/j.1420-9101.2004.00856.x 15842497

[7] Lafon-PlacetteC, KöhlerC. Endosperm-based postzygotic hybridization barriers: developmental mechanisms and evolutionary drivers. Mol Ecol. 2016;25(11):2620–9. doi: 10.1111/mec.13552 26818717

[8] LiJ, BergerF. Endosperm: food for humankind and fodder for scientific discoveries. New Phytol. 2012;195(2):290–305. doi: 10.1111/j.1469-8137.2012.04182.x 22642307

[9] ChahtaneH, Nogueira FüllerT, AllardP-M, MarcourtL, Ferreira QueirozE, ShanmugabalajiV, et al. The plant pathogen Pseudomonas aeruginosa triggers a DELLA-dependent seed germination arrest in Arabidopsis. Elife. 2018;7:e37082. doi: 10.7554/eLife.37082 30149837 PMC6128175

[10] IwasakiM, HyvärinenL, PiskurewiczU, Lopez-MolinaL. Non-canonical RNA-directed DNA methylation participates in maternal and environmental control of seed dormancy. Elife. 2019;8:e37434. doi: 10.7554/eLife.37434 30910007 PMC6435323

[11] De GiorgiJ, FuchsC, IwasakiM, KimW, PiskurewiczU, GullyK, et al. The Arabidopsis mature endosperm promotes seedling cuticle formation via release of sulfated peptides. Dev Cell. 2021;56(22):3066–3081.e5. doi: 10.1016/j.devcel.2021.10.005 34706263

[12] IwasakiM, PenfieldS, Lopez-MolinaL. Parental and environmental control of seed dormancy in Arabidopsis thaliana. Annu Rev Plant Biol. 2022;73:355–78. doi: 10.1146/annurev-arplant-102820-090750 35138879

[13] KöhlerC, HennigL, BouveretR, GheyselinckJ, GrossniklausU, GruissemW. Arabidopsis MSI1 is a component of the MEA/FIE Polycomb group complex and required for seed development. EMBO J. 2003;22(18):4804–14. doi: 10.1093/emboj/cdg444 12970192 PMC212713

[14] KöhlerC, Weinhofer-MolischI. Mechanisms and evolution of genomic imprinting in plants. Heredity (Edinb). 2010;105(1):57–63. doi: 10.1038/hdy.2009.176 19997125

[15] SatyakiPRV, GehringM. DNA methylation and imprinting in plants: machinery and mechanisms. Crit Rev Biochem Mol Biol. 2017;52(2):163–75. doi: 10.1080/10409238.2017.1279119 28118754

[16] HolecS, BergerF. Polycomb group complexes mediate developmental transitions in plants. Plant Physiol. 2012;158(1):35–43. doi: 10.1104/pp.111.186445 22086420 PMC3252096

[17] JullienPE, KatzA, OlivaM, OhadN, BergerF. Polycomb group complexes self-regulate imprinting of the Polycomb group gene MEDEA in Arabidopsis. Curr Biol. 2006;16(5):486–92. doi: 10.1016/j.cub.2006.01.020 16527743

[18] GrossniklausU, Vielle-CalzadaJP, HoeppnerMA, GaglianoWB. Maternal control of embryogenesis by MEDEA, a polycomb group gene in Arabidopsis. Science. 1998;280(5362):446–50. doi: 10.1126/science.280.5362.446 9545225

[19] XiaoW, GehringM, ChoiY, MargossianL, PuH, HaradaJJ, et al. Imprinting of the MEA Polycomb gene is controlled by antagonism between MET1 methyltransferase and DME glycosylase. Dev Cell. 2003;5(6):891–901. doi: 10.1016/s1534-5807(03)00361-7 14667411

[20] ErdmannRM, SatyakiPRV, KlosinskaM, GehringM. A small RNA pathway mediates Allelic dosage in endosperm. Cell Rep. 2017;21(12):3364–72. doi: 10.1016/j.celrep.2017.11.078 29262317

[21] WangZ, ButelN, Santos-GonzálezJ, BorgesF, YiJ, MartienssenRA, et al. Polymerase IV plays a crucial role in pollen development in Capsella. Plant Cell. 2020;32(4):950–66. doi: 10.1105/tpc.19.00938 31988265 PMC7145478

[22] StroudH, DoT, DuJ, ZhongX, FengS, JohnsonL, et al. Non-CG methylation patterns shape the epigenetic landscape in Arabidopsis. Nat Struct Mol Biol. 2014;21(1):64–72. doi: 10.1038/nsmb.2735 24336224 PMC4103798

[23] SmithLM, PontesO, SearleI, YelinaN, YousafzaiFK, HerrAJ, et al. An SNF2 protein associated with nuclear RNA silencing and the spread of a silencing signal between cells in Arabidopsis. Plant Cell. 2007;19(5):1507–21. doi: 10.1105/tpc.107.051540 17526749 PMC1913737

[24] ZhangH, MaZ-Y, ZengL, TanakaK, ZhangC-J, MaJ, et al. DTF1 is a core component of RNA-directed DNA methylation and may assist in the recruitment of Pol IV. Proc Natl Acad Sci U S A. 2013;110(20):8290–5. doi: 10.1073/pnas.1300585110 23637343 PMC3657815

[25] LawJA, VashishtAA, WohlschlegelJA, JacobsenSE. SHH1, a homeodomain protein required for DNA methylation, as well as RDR2, RDM4, and chromatin remodeling factors, associate with RNA polymerase IV. PLoS Genet. 2011;7(7):e1002195. doi: 10.1371/journal.pgen.1002195 21811420 PMC3141008

[26] ZhouM, PalancaAMS, LawJA. Locus-specific control of the de novo DNA methylation pathway in Arabidopsis by the CLASSY family. Nat Genet. 2018;50(6):865–73. doi: 10.1038/s41588-018-0115-y 29736015 PMC6317521

[27] ZhouM, CoruhC, XuG, MartinsLM, BourbousseC, LambolezA, et al. The CLASSY family controls tissue-specific DNA methylation patterns in Arabidopsis. Nat Commun. 2022;13(1):244. doi: 10.1038/s41467-021-27690-x 35017514 PMC8752594

[28] MartinsLM, LawJA. Moving targets: Mechanisms regulating siRNA production and DNA methylation during plant development. Curr Opin Plant Biol. 2023;75:102435. doi: 10.1016/j.pbi.2023.102435 37598540 PMC10581331

[29] WalkerJ, GaoH, ZhangJ, AldridgeB, VickersM, HigginsJD, et al. Sexual-lineage-specific DNA methylation regulates meiosis in Arabidopsis. Nat Genet. 2018;50(1):130–7. doi: 10.1038/s41588-017-0008-5 29255257 PMC7611288

[30] JhaV, NarjalaA, BasuD, T NS, PachamuthuK, ChennaS, et al. Essential role of γ-clade RNA-dependent RNA polymerases in rice development and yield-related traits is linked to their atypical polymerase activities regulating specific genomic regions. New Phytol. 2021;232(4):1674–91. doi: 10.1111/nph.17700 34449900 PMC9290346

[31] LongJ, WalkerJ, SheW, AldridgeB, GaoH, DeansS, et al. Nurse cell--derived small RNAs define paternal epigenetic inheritance in Arabidopsis. Science. 2021;373(6550):eabh0556. doi: 10.1126/science.abh0556 34210850

[32] PalAK, GandhivelVH-S, NambiarAB, ShivaprasadPV. Upstream regulator of genomic imprinting in rice endosperm is a small RNA-associated chromatin remodeler. Nat Commun. 2024;15(1):7807. doi: 10.1038/s41467-024-52239-z 39242590 PMC11379814

[33] ChakrabortyT, TrujilloJT, KendallT, MosherRA. A null allele of the pol IV second subunit impacts stature and reproductive development in Oryza sativa. Plant J. 2022;111(3):748–55. doi: 10.1111/tpj.15848 35635763

[34] FelginesL, RymenB, MartinsLM, XuG, MatteoliC, HimberC, et al. CLSY docking to Pol IV requires a conserved domain critical for small RNA biogenesis and transposon silencing. Nat Commun. 2024;15(1):10298. doi: 10.1038/s41467-024-54268-0 39604359 PMC11603163

[35] XuG, LawJA. Loops, crosstalk, and compartmentalization: it takes many layers to regulate DNA methylation. Curr Opin Genet Dev. 2024;84:102147. doi: 10.1016/j.gde.2023.102147 38176333 PMC10922829

[36] YangD-L, ZhangG, WangL, LiJ, XuD, DiC, et al. Four putative SWI2/SNF2 chromatin remodelers have dual roles in regulating DNA methylation in Arabidopsis. Cell Discov. 2018;4:55. doi: 10.1038/s41421-018-0056-8 30345072 PMC6189096

[37] XuD, ZengL, WangL, YangD-L. Rice requires a chromatin remodeler for polymerase IV-small interfering RNA production and genomic immunity. Plant Physiol. 2024;194(4):2149–64. doi: 10.1093/plphys/kiad624 37992039

[38] XuL, YuanK, YuanM, MengX, ChenM, WuJ, et al. Regulation of rice tillering by RNA-directed DNA methylation at miniature inverted-repeat transposable elements. Mol Plant. 2020;13(6):851–63. doi: 10.1016/j.molp.2020.02.009 32087371

[39] WangL, ZhengK, ZengL, XuD, ZhuT, YinY, et al. Reinforcement of CHH methylation through RNA-directed DNA methylation ensures sexual reproduction in rice. Plant Physiol. 2022;188(2):1189–209. doi: 10.1093/plphys/kiab531 34791444 PMC8825330

[40] Hari Sundar GV, SwethaC, BasuD, PachamuthuK, RajuS, ChakrabortyT, et al. Plant polymerase IV sensitizes chromatin through histone modifications to preclude spread of silencing into protein-coding domains. Genome Res. 2023;33(5):715–28. doi: 10.1101/gr.277353.122 37277199 PMC10317121

[41] ChakrabortyT, TrujilloJT, KendallT, MosherRA. Charophytic green algae encode ancestral polymerase IV/polymerase V subunits and a CLSY/DRD1 homolog. Genome Biol Evol. 2024;16(6):evae119. doi: 10.1093/gbe/evae119 38874416 PMC11194755

[42] TrujilloJT, SeetharamAS, HuffordMB, BeilsteinMA, MosherRA. Evidence for a unique DNA-dependent RNA polymerase in cereal crops. Mol Biol Evol. 2018;35(10):2454–62. doi: 10.1093/molbev/msy146 30053133 PMC6188566

[43] Castano-DuqueL, GhosalS, QuilloyFA, Mitchell-OldsT, DixitS. An epigenetic pathway in rice connects genetic variation to anaerobic germination and seedling establishment. Plant Physiol. 2021;186(2):1042–59. doi: 10.1093/plphys/kiab100 33638990 PMC8195528

[44] HaleCJ, StonakerJL, GrossSM, HollickJB. A novel Snf2 protein maintains trans-generational regulatory states established by paramutation in maize. PLoS Biol. 2007;5(10):e275. doi: 10.1371/journal.pbio.0050275 17941719 PMC2020503

[45] NarjalaA, NairA, TirumalaiV, Hari SundarGV, ShivaprasadPV. A conserved sequence signature is essential for robust plant miRNA biogenesis. Nucleic Acids Res. 2020;48(6):3103–18. doi: 10.1093/nar/gkaa077 32025695 PMC7102948

[46] YanD, DuermeyerL, LeoveanuC, NambaraE. The functions of the endosperm during seed germination. Plant Cell Physiol. 2014;55(9):1521–33. doi: 10.1093/pcp/pcu089 24964910

[47] RodriguesJA, RuanR, NishimuraT, SharmaMK, SharmaR, RonaldPC, et al. Imprinted expression of genes and small RNA is associated with localized hypomethylation of the maternal genome in rice endosperm. Proc Natl Acad Sci U S A. 2013;110(19):7934–9. doi: 10.1073/pnas.1306164110 23613580 PMC3651473

[48] RodriguesJA, HsiehP-H, RuanD, NishimuraT, SharmaMK, SharmaR, et al. Divergence among rice cultivars reveals roles for transposition and epimutation in ongoing evolution of genomic imprinting. Proc Natl Acad Sci U S A. 2021;118(29):e2104445118. doi: 10.1073/pnas.2104445118 34272287 PMC8307775

[49] GroverJW, KendallT, BatenA, BurgessD, FreelingM, KingGJ, et al. Maternal components of RNA-directed DNA methylation are required for seed development in Brassica rapa. Plant J. 2018;94(4):575–82. doi: 10.1111/tpj.13910 29569777

[50] GroverJW, BurgessD, KendallT, BatenA, PokhrelS, KingGJ, et al. Abundant expression of maternal siRNAs is a conserved feature of seed development. Proc Natl Acad Sci U S A. 2020;117(26):15305–15. doi: 10.1073/pnas.2001332117 32541052 PMC7334491

[51] BurgessD, ChowHT, GroverJW, FreelingM, MosherRA. Ovule siRNAs methylate protein-coding genes in trans. Plant Cell. 2022;34(10):3647–64. doi: 10.1093/plcell/koac197 35781738 PMC9516104

[52] DziasekK, Santos-GonzálezJ, WangK, QiuY, ZhuJ, RigolaD, et al. Dosage-sensitive maternal siRNAs determine hybridization success in Capsella. Nat Plants. 2024;10(12):1969–83. doi: 10.1038/s41477-024-01844-3 39528633 PMC11649575

[53] XuG, ChenY, WangF, LiE, LawJA. Transcription factors instruct DNA methylation patterns in plant reproductive tissues. bioRxiv. 2025. doi: 10.1101/2025.02.21.639562 41272308 PMC12717013

[54] WuZ, XueY, WangS, ShihY-H, ZhongZ, FengS, et al. REM transcription factors and GDE1 shape the DNA methylation landscape through the recruitment of RNA polymerase IV transcription complexes. Nat Cell Biol. 2025;27(7):1136–47. doi: 10.1038/s41556-025-01691-0 40579456 PMC12270911

[55] LiN, XuR, LiY. Molecular networks of seed size control in plants. Annu Rev Plant Biol. 2019;70:435–63. doi: 10.1146/annurev-arplant-050718-095851 30795704

[56] LiP, ChenY-H, LuJ, ZhangC-Q, LiuQ-Q, LiQ-F. Genes and their molecular functions determining seed structure, components, and quality of rice. Rice (N Y). 2022;15(1):18. doi: 10.1186/s12284-022-00562-8 35303197 PMC8933604

[57] GaoX, ZhangJ-Q, ZhangX, ZhouJ, JiangZ, HuangP, et al. Rice qGL3/OsPPKL1 functions with the GSK3/SHAGGY-like kinase OsGSK3 to modulate brassinosteroid signaling. Plant Cell. 2019;31(5):1077–93. doi: 10.1105/tpc.18.00836 30923230 PMC6533024

[58] Abu-ZaitoonYM, BennettK, NormanlyJ, NonhebelHM. A large increase in IAA during development of rice grains correlates with the expression of tryptophan aminotransferase OsTAR1 and a grain-specific YUCCA. Physiol Plant. 2012;146(4):487–99. doi: 10.1111/j.1399-3054.2012.01649.x 22582989

[59] EZ, LiT, ZhangH, LiuZ, DengH, SharmaS, et al. A group of nuclear factor Y transcription factors are sub-functionalized during endosperm development in monocots. J Exp Bot. 2018;69(10):2495–510. doi: 10.1093/jxb/ery087 29514259 PMC5920288

[60] WangT, ZouT, HeZ, YuanG, LuoT, ZhuJ, et al. Grain length and AWN 1 negatively regulates grain size in rice. J Integr Plant Biol. 2019;61(10):1036–42. doi: 10.1111/jipb.12736 30414306

[61] DollNM, NowackMK. Endosperm cell death: roles and regulation in angiosperms. J Exp Bot. 2024;75(14):4346–59. doi: 10.1093/jxb/erae052 38364847 PMC7616292

[62] KongX, WangF, GengS, GuanJ, TaoS, JiaM, et al. The wheat AGL6-like MADS-box gene is a master regulator for floral organ identity and a target for spikelet meristem development manipulation. Plant Biotechnol J. 2022;20(1):75–88. doi: 10.1111/pbi.13696 34487615 PMC8710900

[63] TaoJ, LiangW, AnG, ZhangD. OsMADS6 controls flower development by activating rice factor of DNA methylation like1. Plant Physiol. 2018;177(2):713–27. doi: 10.1104/pp.18.00017 29717020 PMC6001338

[64] ChenL, LiX, ZhengM, HuR, DongJ, ZhouL, et al. Genes controlling grain chalkiness in rice. The Crop Journal. 2024;12(4):979–91. doi: 10.1016/j.cj.2024.06.005

[65] BrownRC, LemmonBE. The developmental biology of cereal endosperm. Plant Cell Monographs. Berlin, Heidelberg: Springer Berlin Heidelberg; 2007. pp. 1–20.

[66] LiuJ, WuM-W, LiuC-M. Cereal endosperms: development and storage product accumulation. Annu Rev Plant Biol. 2022;73:255–91. doi: 10.1146/annurev-arplant-070221-024405 35226815

[67] KöhlerC, PageDR, GagliardiniV, GrossniklausU. The Arabidopsis thaliana MEDEA Polycomb group protein controls expression of PHERES1 by parental imprinting. Nat Genet. 2005;37(1):28–30. doi: 10.1038/ng1495 15619622

[68] LuoM, PlattenD, ChaudhuryA, PeacockWJ, DennisES. Expression, imprinting, and evolution of rice homologs of the polycomb group genes. Mol Plant. 2009;2(4):711–23. doi: 10.1093/mp/ssp036 19825651

[69] ZhangL, ChengZ, QinR, QiuY, WangJ-L, CuiX, et al. Identification and characterization of an epi-allele of FIE1 reveals a regulatory linkage between two epigenetic marks in rice. Plant Cell. 2012;24(11):4407–21. doi: 10.1105/tpc.112.102269 23150632 PMC3531842

[70] HuangX, LuZ, WangX, OuyangY, ChenW, XieK, et al. Imprinted gene OsFIE1 modulates rice seed development by influencing nutrient metabolism and modifying genome H3K27me3. Plant J. 2016;87(3):305–17. doi: 10.1111/tpj.13202 27133784

[71] ChengX, PanM, EZ, ZhouY, NiuB, ChenC. Functional divergence of two duplicated fertilization independent endosperm genes in rice with respect to seed development. Plant J. 2020;104(1):124–37. doi: 10.1111/tpj.14911 33463824

[72] TonosakiK, OnoA, KunisadaM, NishinoM, NagataH, SakamotoS, et al. Mutation of the imprinted gene OsEMF2a induces autonomous endosperm development and delayed cellularization in rice. Plant Cell. 2021;33(1):85–103. doi: 10.1093/plcell/koaa006 33751094 PMC8136911

[73] ChengX, PanM, EZ, ZhouY, NiuB, ChenC. The maternally expressed polycomb group gene OsEMF2a is essential for endosperm cellularization and imprinting in rice. Plant Commun. 2020;2(1):100092. doi: 10.1016/j.xplc.2020.100092 33511344 PMC7816080

[74] KirkbrideRC, LuJ, ZhangC, MosherRA, BaulcombeDC, ChenZJ. Maternal small RNAs mediate spatial-temporal regulation of gene expression, imprinting, and seed development in Arabidopsis. Proc Natl Acad Sci U S A. 2019;116(7):2761–6. doi: 10.1073/pnas.1807621116 30692258 PMC6377484

[75] ShahzadZ, EaglesfieldR, CarrC, AmtmannA. Cryptic variation in RNA-directed DNA-methylation controls lateral root development when auxin signalling is perturbed. Nat Commun. 2020;11(1):218. doi: 10.1038/s41467-019-13927-3 31924796 PMC6954204

[76] XuQ, KanQ, LuoZ, ZhangQ, DongL, SpringerNM, et al. DNA demethylase augments RNA-directed DNA methylation by enhancing CLSY gene expression in maize and Arabidopsis. Mol Plant. 2025;18(7):1158–70. doi: 10.1016/j.molp.2025.06.002 40485108

[77] LiuJ, WuX, YaoX, YuR, LarkinPJ, LiuC-M. Mutations in the DNA demethylase OsROS1 result in a thickened aleurone and improved nutritional value in rice grains. Proc Natl Acad Sci U S A. 2018;115(44):11327–32. doi: 10.1073/pnas.1806304115 30275307 PMC6217383

[78] LangZ, GongZ. A role of OsROS1 in aleurone development and nutrient improvement in rice. Proc Natl Acad Sci U S A. 2018;115(46):11659–60. doi: 10.1073/pnas.1815760115 30385630 PMC6243263

[79] YanY, LiC, LiuZ, ZhuangJ-J, KongJ-R, YangZ-K, et al. A new demethylase gene, OsDML4, is involved in high temperature-increased grain chalkiness in rice. J Exp Bot. 2022;73:7273–84.36073837 10.1093/jxb/erac367

[80] NuthikattuS, McCueAD, PandaK, FultzD, DeFraiaC, ThomasEN, et al. The initiation of epigenetic silencing of active transposable elements is triggered by RDR6 and 21-22 nucleotide small interfering RNAs. Plant Physiol. 2013;162(1):116–31. doi: 10.1104/pp.113.216481 23542151 PMC3641197

[81] IkedaY, KinoshitaY, SusakiD, IkedaY, IwanoM, TakayamaS, et al. HMG domain containing SSRP1 is required for DNA demethylation and genomic imprinting in Arabidopsis. Dev Cell. 2011;21(3):589–96. doi: 10.1016/j.devcel.2011.08.013 21920319

[82] FrostJM, KimMY, ParkGT, HsiehP-H, NakamuraM, LinSJH, et al. FACT complex is required for DNA demethylation at heterochromatin during reproduction in Arabidopsis. Proc Natl Acad Sci U S A. 2018;115(20):E4720–9. doi: 10.1073/pnas.1713333115 29712855 PMC5960277

[83] VaillantI, SchubertI, TourmenteS, MathieuO. MOM1 mediates DNA-methylation-independent silencing of repetitive sequences in Arabidopsis. EMBO Rep. 2006;7(12):1273–8. doi: 10.1038/sj.embor.7400791 17082821 PMC1794702

[84] SazeH, KakutaniT. Heritable epigenetic mutation of a transposon-flanked Arabidopsis gene due to lack of the chromatin-remodeling factor DDM1. EMBO J. 2007;26(15):3641–52. doi: 10.1038/sj.emboj.7601788 17627280 PMC1949009

[85] AkinmusolaRY, WilkinsC-A, DoughtyJ. DDM1-mediated TE silencing in plants. Plants (Basel). 2023;12(3):437. doi: 10.3390/plants12030437 36771522 PMC9919755

[86] JiangC, MithaniA, BelfieldEJ, MottR, HurstLD, HarberdNP. Environmentally responsive genome-wide accumulation of de novo Arabidopsis thaliana mutations and epimutations. Genome Res. 2014;24(11):1821–9. doi: 10.1101/gr.177659.114 25314969 PMC4216923

[87] XuR, WangY, ZhengH, LuW, WuC, HuangJ, et al. Salt-induced transcription factor MYB74 is regulated by the RNA-directed DNA methylation pathway in Arabidopsis. J Exp Bot. 2015;66(19):5997–6008. doi: 10.1093/jxb/erv312 26139822 PMC4566987

[88] ZhangB, TiemanDM, JiaoC, XuY, ChenK, FeiZ, et al. Chilling-induced tomato flavor loss is associated with altered volatile synthesis and transient changes in DNA methylation. Proc Natl Acad Sci U S A. 2016;113(44):12580–5. doi: 10.1073/pnas.1613910113 27791156 PMC5098663

[89] HieiY, KomariT, KuboT. Transformation of rice mediated by Agrobacterium tumefaciens. Plant Mol Biol. 1997;35(1–2):205–18. doi: 10.1023/a:1005847615493 9291974

[90] SrideviG, SabapathiN, MeenaP, NandakumarR, SamiyappanR, MuthukrishnanS, et al. Transgenic indica Rice Variety Pusa Basmati 1 Constitutively Expressing a Rice Chitinase Gene Exhibits Enhanced Resistance to Rhizoctonia solani. J Plant Biochem Biotechnol. 2003;12(2):93–101. doi: 10.1007/bf03263168

[91] OssowskiS, SchwabR, WeigelD. Gene silencing in plants using artificial microRNAs and other small RNAs. Plant J. 2008;53(4):674–90. doi: 10.1111/j.1365-313X.2007.03328.x 18269576

[92] WarthmannN, ChenH, OssowskiS, WeigelD, HervéP. Highly specific gene silencing by artificial miRNAs in rice. PLoS One. 2008;3(3):e1829. doi: 10.1371/journal.pone.0001829 18350165 PMC2262943

[93] WangG, WangG, ZhangX, WangF, SongR. Isolation of high quality RNA from cereal seeds containing high levels of starch. Phytochem Anal. 2012;23(2):159–63. doi: 10.1002/pca.1337 21739496

[94] RogersSO, BendichAJ. Extraction of total cellular DNA from plants, algae and fungi. Plant Molecular Biology Manual. Dordrecht: Springer Netherlands; 1994. pp. 183–90. doi: 10.1007/978-94-011-0511-8_12

[95] BolgerAM, LohseM, UsadelB. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics. 2014;30(15):2114–20. doi: 10.1093/bioinformatics/btu170 24695404 PMC4103590

[96] KruegerF, AndrewsSR. Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. Bioinformatics. 2011;27(11):1571–2. doi: 10.1093/bioinformatics/btr167 21493656 PMC3102221

[97] HuangX, ZhangS, LiK, ThimmapuramJ, XieS, WrenJ. ViewBS: a powerful toolkit for visualization of high-throughput bisulfite sequencing data. Bioinformatics. 2018;34(4):708–9. doi: 10.1093/bioinformatics/btx633 29087450 PMC5860610

[98] MartinM. Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet J. 2011;17:10.

[99] StocksMB, MohorianuI, BeckersM, PaicuC, MoxonS, ThodyJ, et al. The UEA sRNA Workbench (version 4.4): a comprehensive suite of tools for analyzing miRNAs and sRNAs. Bioinformatics. 2018;34(19):3382–4. doi: 10.1093/bioinformatics/bty338 29722807 PMC6157081

[100] LangmeadB, TrapnellC, PopM, SalzbergSL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 2009;10(3):R25. doi: 10.1186/gb-2009-10-3-r25 19261174 PMC2690996

[101] AxtellMJ. ShortStack: comprehensive annotation and quantification of small RNA genes. RNA. 2013;19(6):740–51. doi: 10.1261/rna.035279.112 23610128 PMC3683909

[102] QuinlanAR, HallIM. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics. 2010;26(6):841–2. doi: 10.1093/bioinformatics/btq033 20110278 PMC2832824

[103] QuinlanAR. BEDTools: The Swiss-Army Tool for Genome Feature Analysis. Curr Protoc Bioinformatics. 2014;47:11.12.1–34. doi: 10.1002/0471250953.bi1112s47 25199790 PMC4213956

[104] WickhamH. Ggplot2. 2nd ed. Cham, Switzerland: Springer International Publishing; 2016.

[105] KhanA, MathelierA. Intervene: a tool for intersection and visualization of multiple gene or genomic region sets. BMC Bioinformatics. 2017;18(1):287. doi: 10.1186/s12859-017-1708-7 28569135 PMC5452382

[106] KimD, LangmeadB, SalzbergSL. HISAT: a fast spliced aligner with low memory requirements. Nat Methods. 2015;12(4):357–60. doi: 10.1038/nmeth.3317 25751142 PMC4655817

[107] TrapnellC, RobertsA, GoffL, PerteaG, KimD, KelleyDR, et al. Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc. 2012;7(3):562–78. doi: 10.1038/nprot.2012.016 22383036 PMC3334321

[108] PatwardhanMN, WengerCD, DavisES, PhanstielDH. Bedtoolsr: An R package for genomic data analysis and manipulation. J Open Source Softw. 2019;4(44):1742. doi: 10.21105/joss.01742 31903447 PMC6941791

[109] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550. doi: 10.1186/s13059-014-0550-8 25516281 PMC4302049

[110] GeSX, JungD, YaoR. ShinyGO: a graphical gene-set enrichment tool for animals and plants. Bioinformatics. 2020;36(8):2628–9. doi: 10.1093/bioinformatics/btz931 31882993 PMC7178415

[111] PachamuthuK, SwethaC, BasuD, DasS, SinghI, SundarVH, et al. Rice-specific Argonaute 17 controls reproductive growth and yield-associated phenotypes. Plant Mol Biol. 2021;105(1–2):99–114. doi: 10.1007/s11103-020-01071-2 32964370

[112] HeY, ZhaoJ, YangB, SunS, PengL, WangZ. Indole-3-acetate beta-glucosyltransferase OsIAGLU regulates seed vigour through mediating crosstalk between auxin and abscisic acid in rice. Plant Biotechnol J. 2020;18(9):1933–45. doi: 10.1111/pbi.13353 32012429 PMC7415787

[113] KhatunS, FlowersTJ. The estimation of pollen viability in rice. J Exp Bot. 1995;46:151–4.

[114] YaoM, AiT-B, MaoQ, ChenF, LiF-S, TangL. Downregulation of OsAGO17 by artificial microRNA causes pollen abortion resulting in the reduction of grain yield in rice. Electron J Biotechnol. 2018;35:25–32. doi: 10.1016/j.ejbt.2018.07.001

[115] DasS, SwethaC, PachamuthuK, NairA, ShivaprasadPV. Loss of function of Oryza sativa Argonaute 18 induces male sterility and reduction in phased small RNAs. Plant Reprod. 2020;33(1):59–73. doi: 10.1007/s00497-020-00386-w 32157461

# Supplementary material for: Loss of function of chromatin remodeler OsCLSY4 leads to RdDM-mediated mis-expression of endosperm-specific genes affecting grain qualities
**Source:** PLoS Genet. 2025 Dec 1;21(12):e1011956. doi: 10.1371/journal.pgen.1011956
**Supplement:** S1 Fig

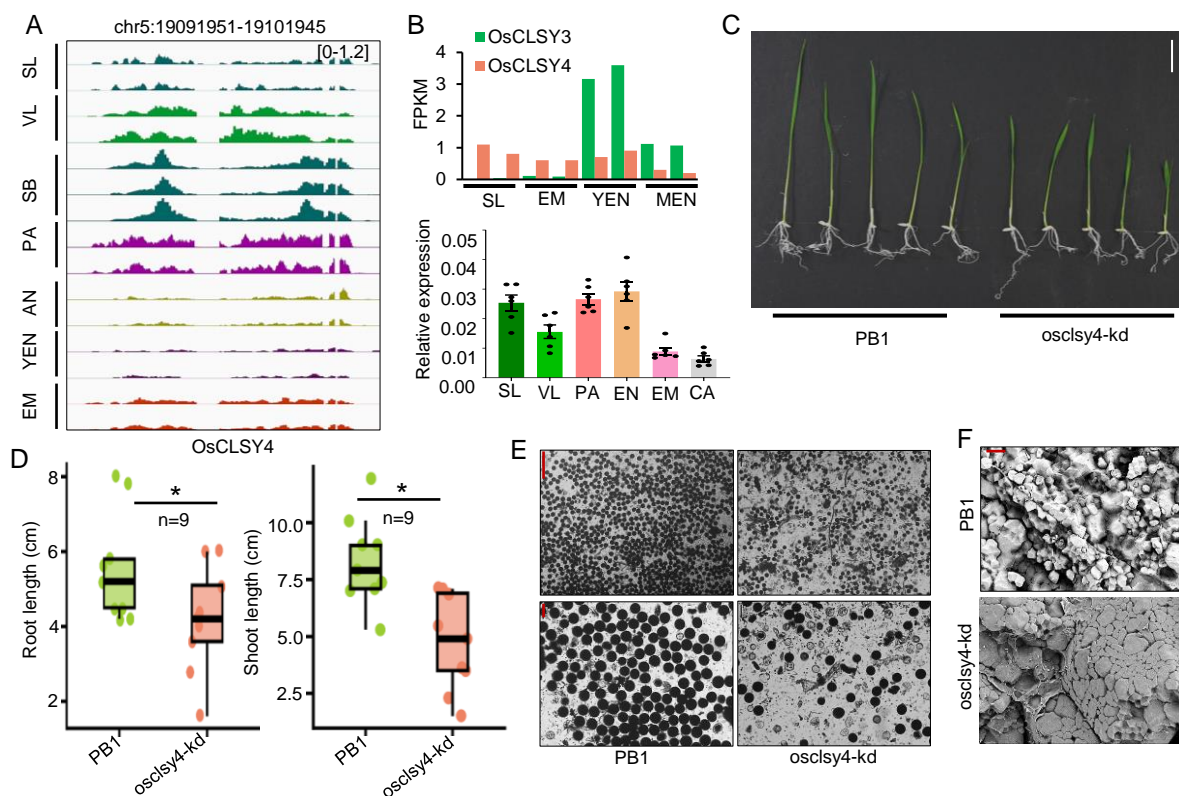

### S1\_Fig: Phenotypes of *osclsy4*-kd plants.

(A) IGV screenshot representing expression of *OSCLS4* gene across different rice tissues. SL- seedling (GSE130168), VL- vegetative leaf (GSE138705), SB-shootbase (GSE131319), PA- panicle (GSE180457), AN-anther (GSE180457), YEN-young endosperm (GSE229959), EM- embryo (GSE229959). (B) Barplots showing expression of *OsCLS4* and *OsCLS3* across different rice tissues. MEN-Mature endosperm (GSE229959) in transcriptomes (top). RTqPCR analysis showing expression of *OsCLS4* in different tissues, CA-calli. *OsGAPDH* served internal control. (C) Image showing phenotypes of PB1 and *osclsy4*-kd 10 days old seedlings. Scale bar (SB)-2 cm. (D) Boxplots showing root and shoot length of PB1 and *osclsy4*-kd seedlings. (E) Pollen viability assay in PB1 and *osclsy4*-kd. SB-100  $\mu$ m. (F) Electron microscopy images of PB1 and *osclsy4*-kd EN. SB-10  $\mu$ m.

# Supplementary material for: Loss of function of chromatin remodeler OsCLSY4 leads to RdDM-mediated mis-expression of endosperm-specific genes affecting grain qualities
**Source:** PLoS Genet. 2025 Dec 1;21(12):e1011956. doi: 10.1371/journal.pgen.1011956
**Supplement:** S2 Fig

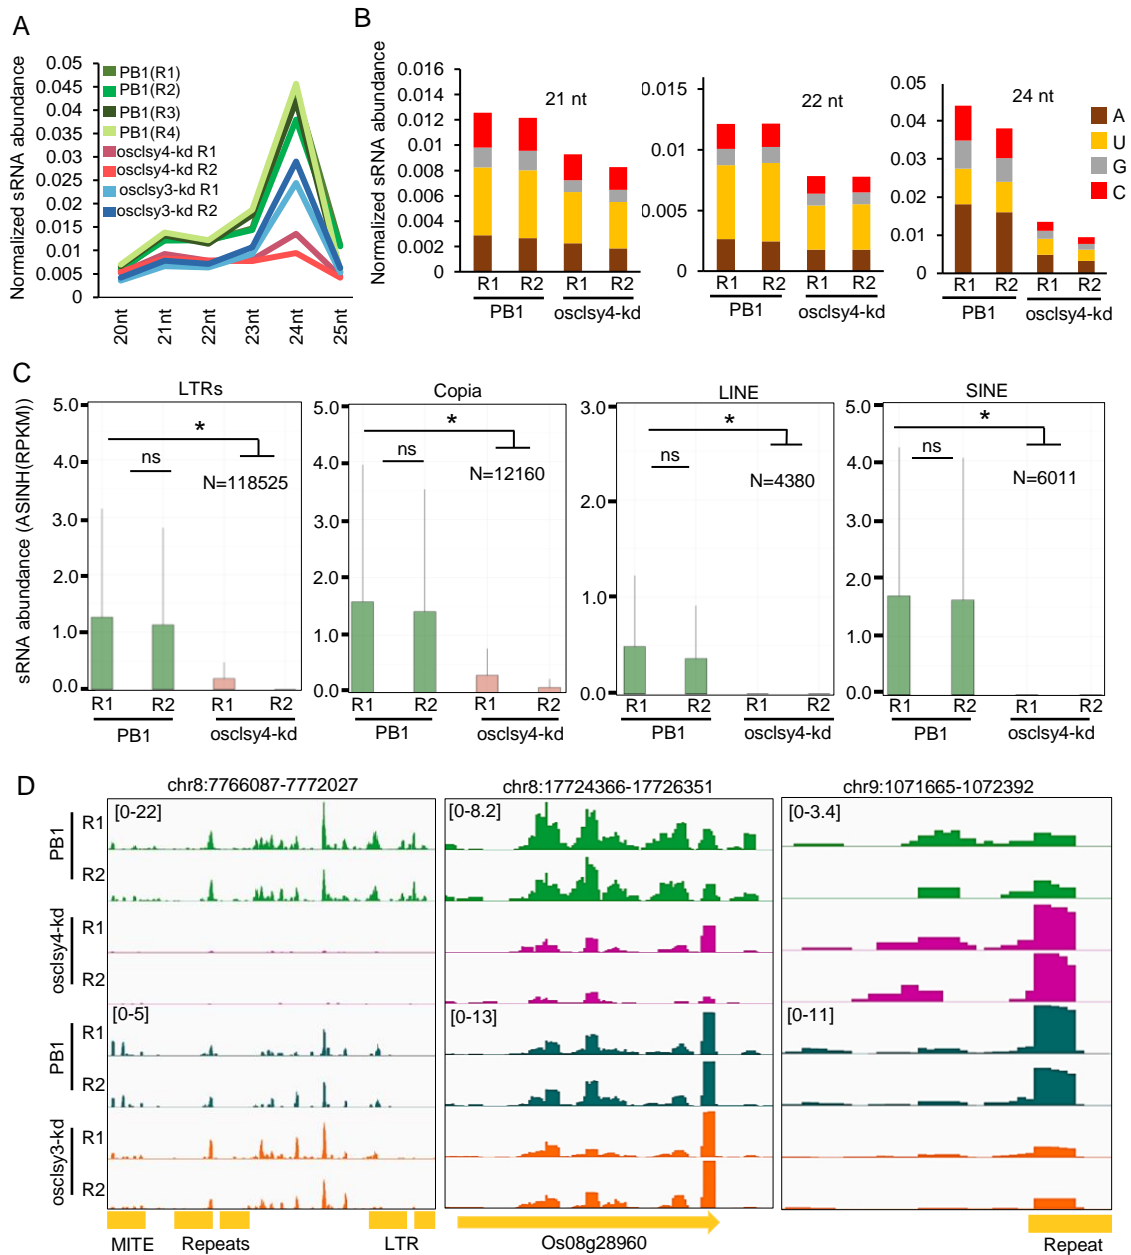

**S2\_Fig: Endosperm-sRNAs are regulated by both OsCLSs.**

(A) Plot showing expression of 21-25 nt sRNAs in PB1 and individual kd lines in EN. (B) Stacked barplot showing abundance of first 5' nucleotide of mapped sRNAs in WT and clsy4-kd EN. (C) Boxplots representing expression of 23-24 nt sRNAs across different TEs. \*-significant. ns-non-significant (Wilcoxon test  $p < 0.01$ ). (D) IGV screenshots showing expression of 23-24 nt sRNAs in different CLSY-dependent sRNA loci.

# Supplementary material for: Loss of function of chromatin remodeler OsCLSY4 leads to RdDM-mediated mis-expression of endosperm-specific genes affecting grain qualities
**Source:** PLoS Genet. 2025 Dec 1;21(12):e1011956. doi: 10.1371/journal.pgen.1011956
**Supplement:** S3 Fig

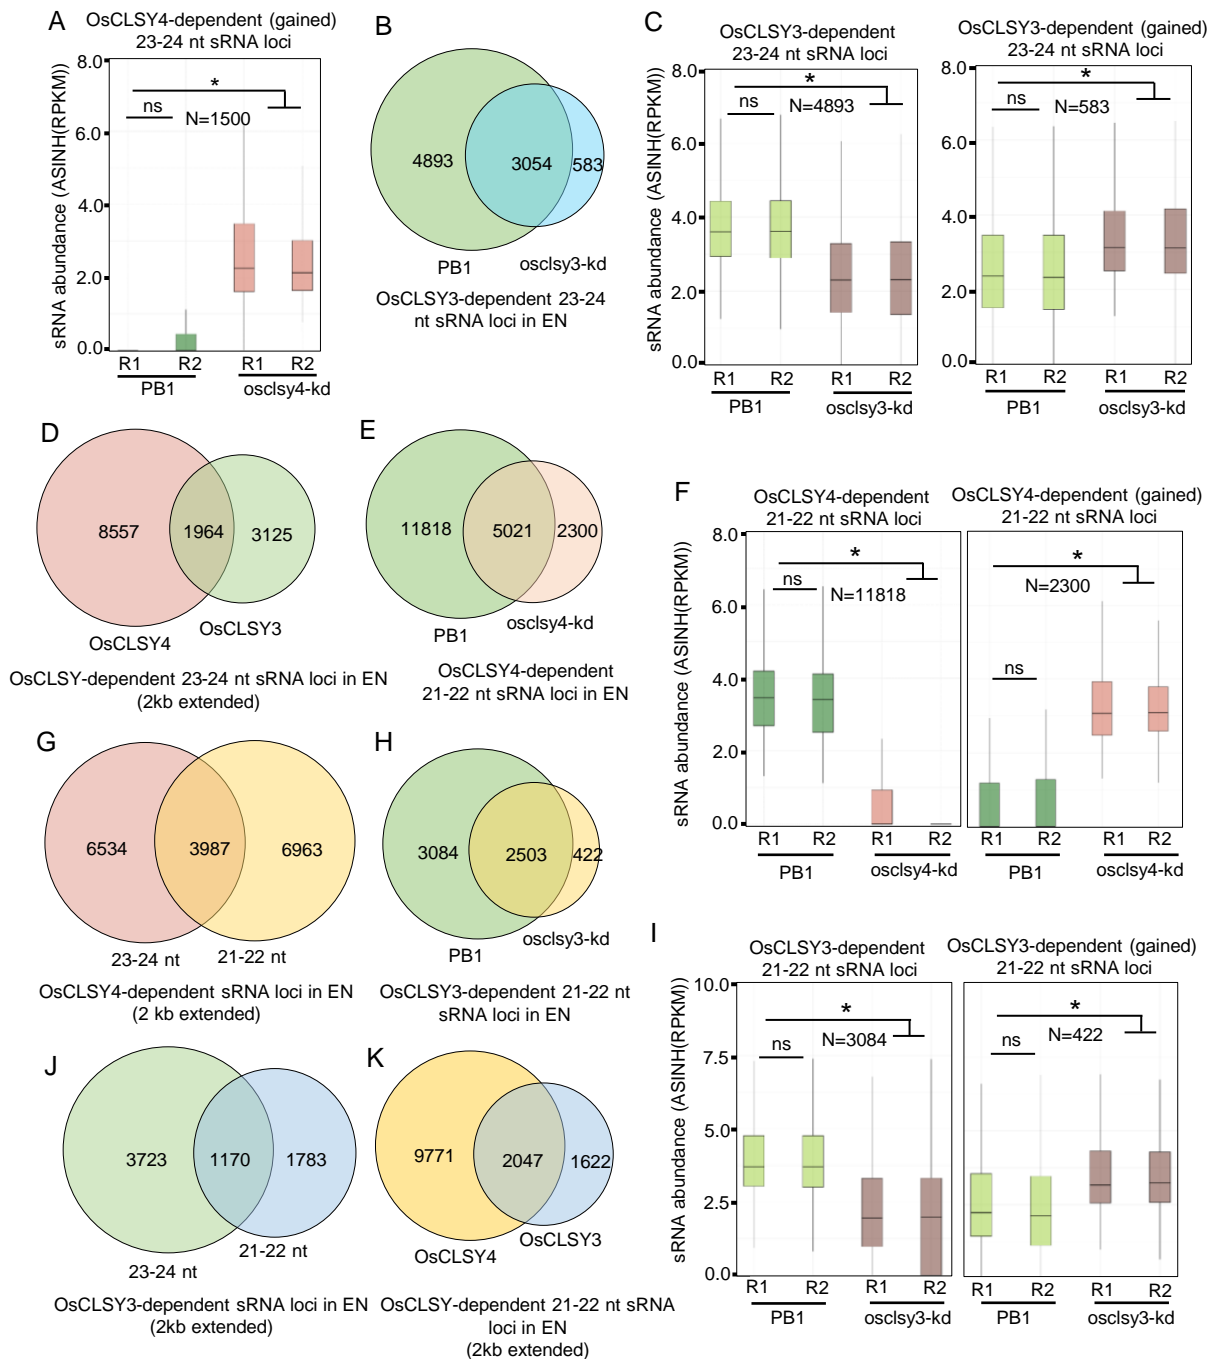

**S3\_Fig: OsCLS Ys regulate expression of 21-22 nt sRNAs in endosperm.**

(A) Boxplots representing OsCLS Y4 dependent 23-24 nt gained sRNA loci in EN. (B) Venn diagram showing OsCLS Y3 dependent 23-24 nt sRNA loci in EN. (C) Boxplots representing abundance of 23-24 nt sRNAs from OsCLS Y3 dependent 23-24 nt sRNA loci (lost and gained, respectively). (D) Venn diagram showing overlap between OsCLS Y4 and OsCLS Y3 dependent 23-24 nt sRNA loci (1 kb extended both sides). (E) Venn diagrams representing OsCLS Y4-dependent 21-22 nt sRNAs. (F) Boxplots representing abundance of 21-22 nt sRNAs from OsCLS Y4 dependent 21-22 nt sRNA loci (lost and gained, respectively). \* -significant. ns -non-significant (Wilcoxon test  $p < 0.01$ ). (G) Venn diagram showing overlap between OsCLS Y4 dependent 21-22 nt and 23-24 nt sRNA loci (1 kb extended on both sides). (H) Venn diagrams representing OsCLS Y3-dependent 21-22 nt sRNAs. (I) Boxplots representing abundance of 21-22 nt sRNAs from OsCLS Y3 dependent 21-22 nt sRNA loci (lost and gained, respectively). (J) and (K) Venn diagrams representing overlap between OsCLS Y4 dependent 21-22 nt, 23-24 nt sRNA loci (1 kb extended both sides) and overlap between OsCLS Y3 and OsCLS Y4 dependent 21-22 nt sRNA loci, respectively (1 kb extended on both sides).

# Supplementary material for: Loss of function of chromatin remodeler OsCLSY4 leads to RdDM-mediated mis-expression of endosperm-specific genes affecting grain qualities
**Source:** PLoS Genet. 2025 Dec 1;21(12):e1011956. doi: 10.1371/journal.pgen.1011956
**Supplement:** S4 Fig

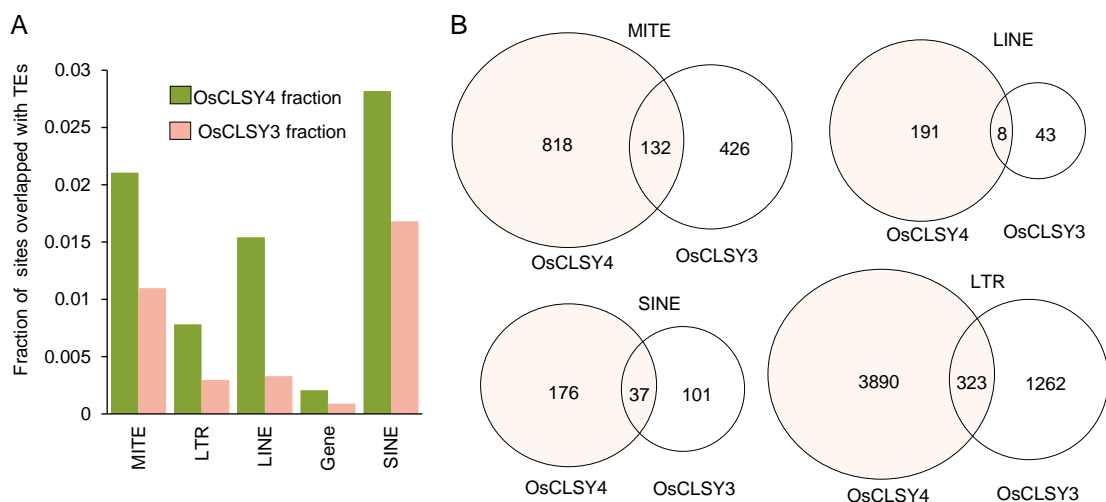

**S4 \_Fig: Genomic distribution and overlap of OsCLSY3- and OsCLSY4-dependent sRNA loci with different genomic features.**

(A) Bar plot showing fraction of OsCLSY4-dependent and OsCLSY3-dependent sRNAs overlapping specific TE features. (B) Venn diagrams showing the overlap of TEs associated with OsCLSY4- and OsCLSY3-dependent sRNA loci.

# Supplementary material for: Loss of function of chromatin remodeler OsCLSY4 leads to RdDM-mediated mis-expression of endosperm-specific genes affecting grain qualities
**Source:** PLoS Genet. 2025 Dec 1;21(12):e1011956. doi: 10.1371/journal.pgen.1011956
**Supplement:** S5 Fig

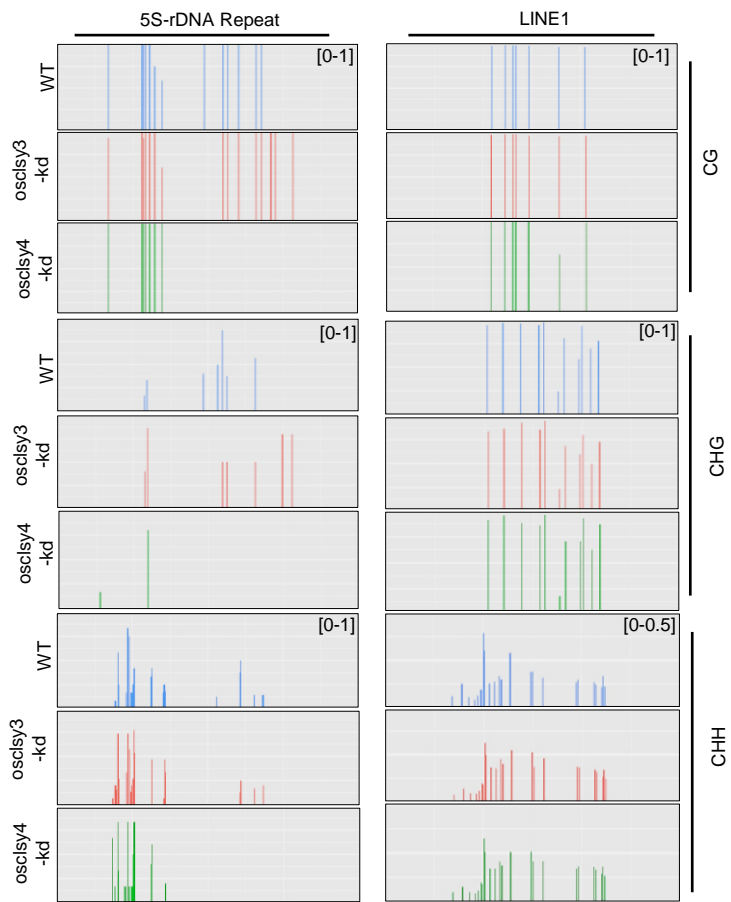

**S5 \_Fig: DNA methylation in an RdDM loci regulated by OsCLSY4 in leaf.**

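In the targeted bisulfite PCR of this supplement, DNA of 60-day-old leaves was treated with bisulfite, chosen target sites were amplified, and the products were deep sequenced and aligned to the target sites with Bismark. The share of reads that keep a cytosine gives the methylation level at that cytosine. The 5S rDNA genes lie in repeats and LINE1 elements are transposable elements, so one pair of primers can amplify many copies, and the level at a cytosine is then an average over the copies that were amplified and over all cells of the leaf. A partial loss can therefore come from some copies losing methylation entirely or from all copies losing a part. The CLSY proteins act in the RdDM pathway, in which small RNAs direct DNA methylation to matching sequences. Both genotypes are compared with WT leaves. The libraries of this supplement were not analysed here.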

Targeted bisulfite PCR showing DNA methylation of 5S rDNA repeats and LINE1 TEs in *osclsy3*-kd and *osclsy4*-kd leaves.

# Supplementary material for: Loss of function of chromatin remodeler OsCLSY4 leads to RdDM-mediated mis-expression of endosperm-specific genes affecting grain qualities
**Source:** PLoS Genet. 2025 Dec 1;21(12):e1011956. doi: 10.1371/journal.pgen.1011956
**Supplement:** S6 Fig

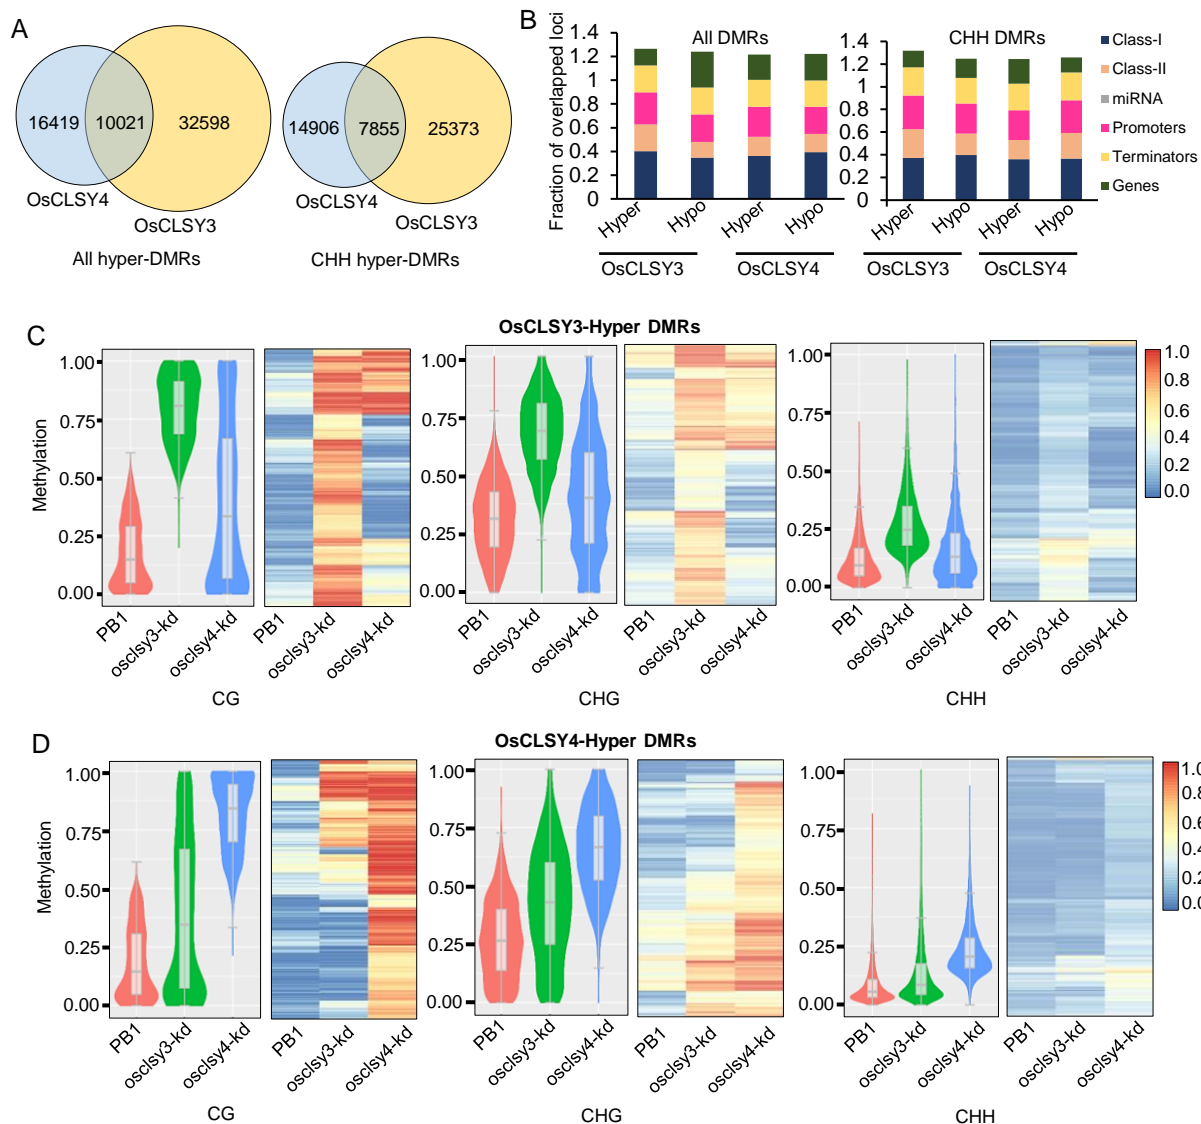

**S6 \_Fig: OsCLSYs regulate DNA methylation in endosperm non-redundantly.** (A) Venn diagrams representing overlap between OsCLSY4 and OsCLSY3 hyper-DMRs. (B) Plots depicting genomic features of OsCLSYs hypo- and hyper-DMRs. (C), (D) Violin-plots and heatmaps showing OsCLSY3 and OsCLSY4-dependent hyper-DMRs, respectively.

# Supplementary material for: Loss of function of chromatin remodeler OsCLSY4 leads to RdDM-mediated mis-expression of endosperm-specific genes affecting grain qualities
**Source:** PLoS Genet. 2025 Dec 1;21(12):e1011956. doi: 10.1371/journal.pgen.1011956
**Supplement:** S7 Fig

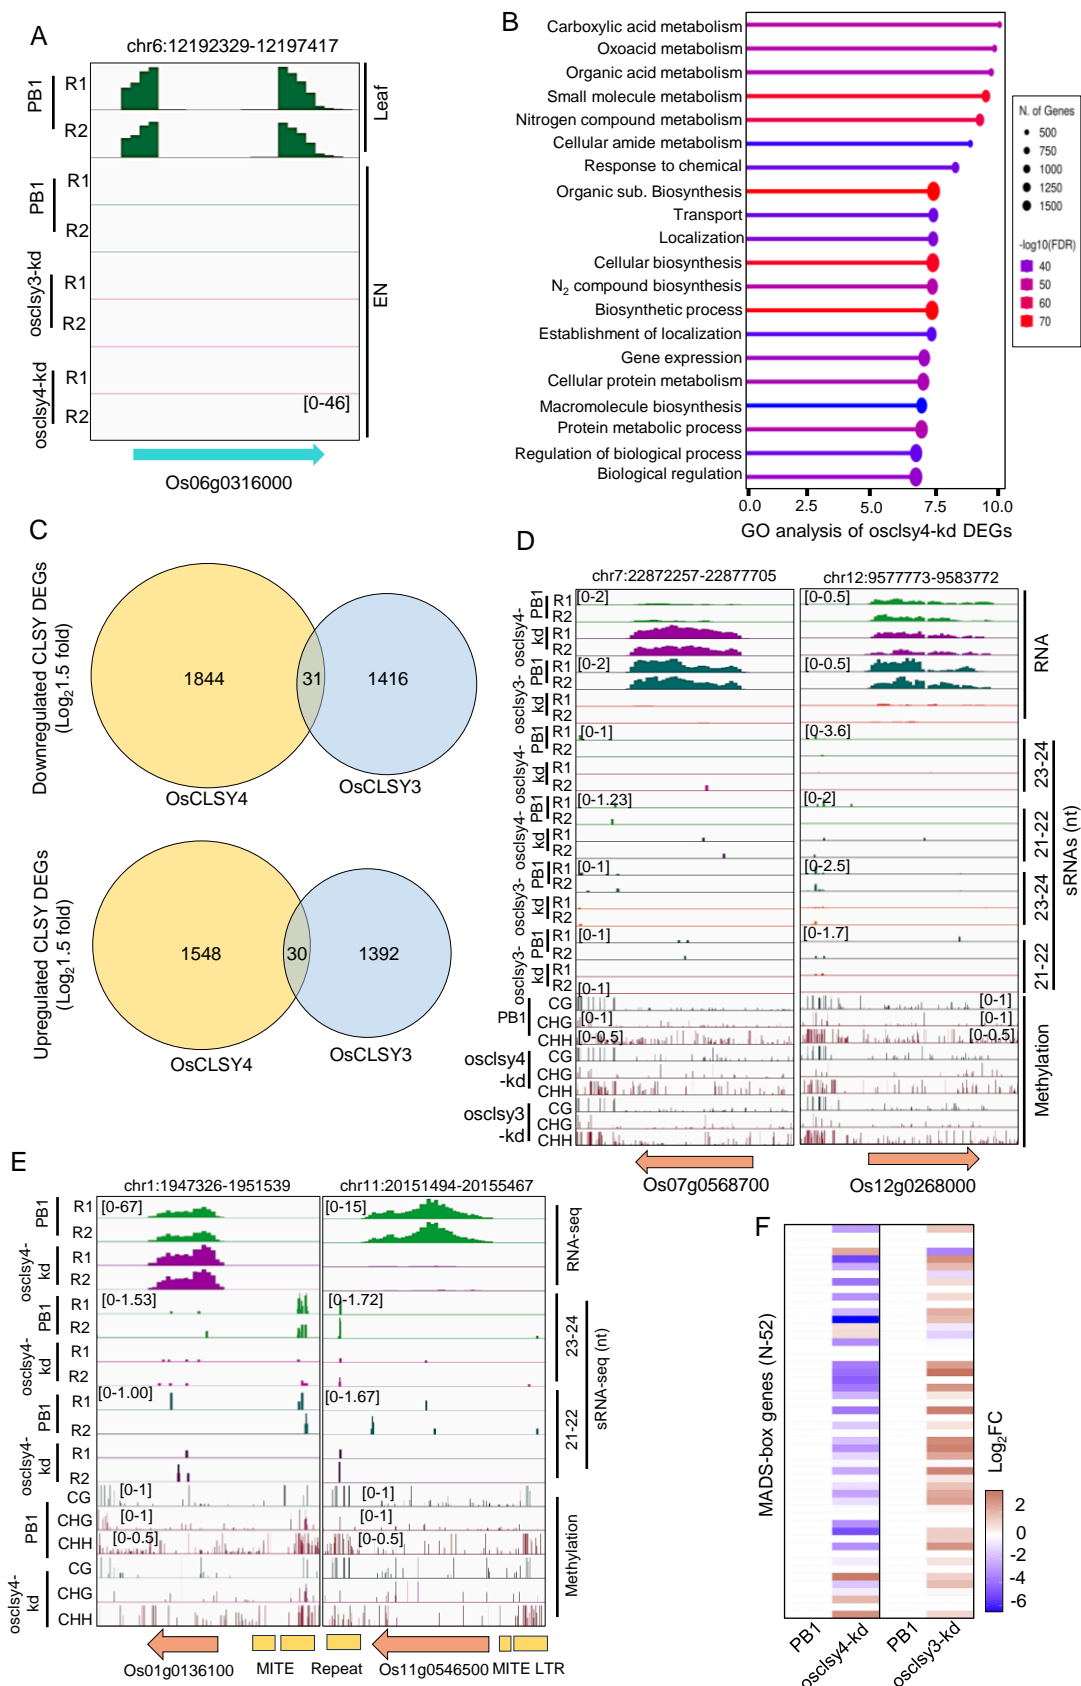

**S7\_Fig: OsCLSY4 regulates expression of protein coding genes.** (A) IGV screenshots showing lack of expression of green tissue-specific gene in EN transcriptomes. (B) GO analysis of osclsy4-kd EN. (C) Venn diagrams showing overlap between downregulated and upregulated DEGs in genotypes. (D) IGV screenshots showing expression of two DEGs in osclsy3-kd and osclsy4-kd EN. (E) IGV screenshots showing expression of an upregulated and downregulated genes in osclsy4-kd EN. (F) Heatmap showing expression of MADS-box genes in osclsy4-kd and osclsy3-kd EN.

# Supplementary material for: Loss of function of chromatin remodeler OsCLSY4 leads to RdDM-mediated mis-expression of endosperm-specific genes affecting grain qualities
**Source:** PLoS Genet. 2025 Dec 1;21(12):e1011956. doi: 10.1371/journal.pgen.1011956
**Supplement:** S8 Fig

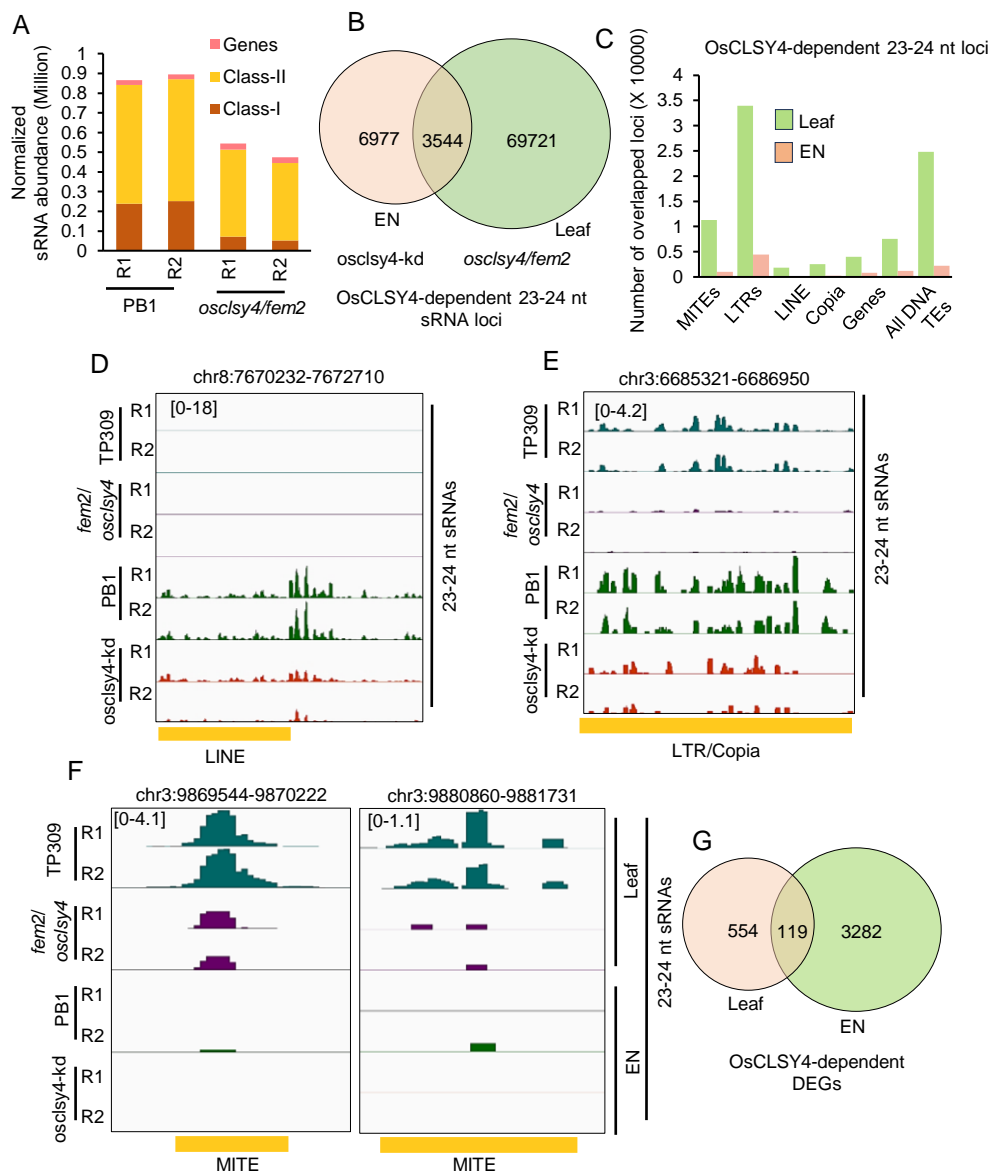

**S8\_Fig: OsCLSY4 targets different regions for sRNA production in seedling tissue.** (A) Plot showing 23-24 nt sRNA abundance across different genomic features in *osclsy4/fem2* seedling tissue. (B) Venn diagrams showing overlap between OsCLSY4-dependent 23-24 nt sRNA loci in EN and leaf. (C) Bar plot representing the overlap of OsCLSY4-dependent 23-24 nt sRNA loci with distinct genomic regions. (D), (E), (F) IGV screenshots showing 23-24 nt sRNA expression in TEs and repeats in leaf and EN in *fem2* and *osclsy4*-kd lines. (G) Venn diagram showing overlap between *fem2* and *osclsy4*-kd DEGs.

# Supplementary material for: Loss of function of chromatin remodeler OsCLSY4 leads to RdDM-mediated mis-expression of endosperm-specific genes affecting grain qualities
**Source:** PLoS Genet. 2025 Dec 1;21(12):e1011956. doi: 10.1371/journal.pgen.1011956
**Supplement:** S1 Table

S1_Table: Details of high-throughput genomics data generated in this study

| Sl. No | Dataset type | Genotype | Replicate | Source tissue | GSM Number | GSE Number | Total number of mapped reads obtained | Sequencing mode |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | Small RNA-seq | WT (PB1) | Rep1 | 20 days  Endosperm | GSM8790179 | GSE289382 | 19374449 | Paired end |
| 2 | Small RNA-seq | WT (PB1) | Rep2 | 20 days  Endosperm | GSM8790180 | GSE289382 | 16241812 | Paired end |
| 3 | Small RNA-seq | osclsy4-kd | Rep1 | 20 days  Endosperm | GSM8790181 | GSE289382 | 21233703 | Paired end |
| 4 | Small RNA-seq | osclsy4-kd | Rep2 | 20 days  Endosperm | GSM8790182 | GSE289382 | 19169541 | Paired end |
| 5 | RNA-seq | WT (PB1) | Rep1 | 20 days  Endosperm | GSM8785346 | GSE289150 | 26610703 | Paired end |
| 6 | RNA-seq | WT (PB1) | Rep2 | 20 days  Endosperm | GSM8785347 | GSE289150 | 26447919 | Paired end |
| 7 | RNA-seq | osclsy4-kd | Rep1 | 20 days  Endosperm | GSM8785348 | GSE289150 | 24060165 | Paired end |
| 8 | RNA-seq | osclsy4-kd | Rep2 | 20 days  Endosperm | GSM8785349 | GSE289150 | 27848043 | Paired end |
| 9 | RNA-seq | OsCLSY3OE | Rep1 | 20 days  Endosperm | GSM8785350 | GSE289150 | 12797491 | Paired end |
| 10 | RNA-seq | OsCLSY3OE | Rep2 | 20 days  Endosperm | GSM8785351 | GSE289150 | 11505785 | Paired end |
| 11 | Targeted bisulfite | WT Leaf (PB1) | Rep1 | 60 days Leaf | GSM8785386 | GSE289154 | 528089 | Paired end |
|  | Targeted bisulfite | WT Leaf (PB1) | Rep2 | 60 days Leaf | GSM8785387 | GSE289154 | 570046 | Paired end |
| 12 | Targeted bisulfite | osclsy4-kd Leaf | Rep1 | 60 days Leaf | GSM8785388 | GSE289154 | 698626 | Paired end |
|  | Targeted bisulfite | osclsy4-kd Leaf | Rep2 | 60 days Leaf | GSM8785389 | GSE289154 | 549683 | Paired end |
| 13 | Targeted bisulfite | osclsy3-kd Leaf | Rep1 | 60 days Leaf | GSM8785390 | GSE289154 | 567914 | Paired end |
|  | Targeted bisulfite | osclsy3-kd Leaf | Rep2 | 60 days Leaf | GSM8785391 | GSE289154 | 513113 | Paired end |
| 14 | Bisulfite-Seq | osclsy4-kd Endosperm | NA | 20 days Endosperm | GSM8785379 | GSE289152 | 87951323 | Paired end |

# Supplementary material for: Loss of function of chromatin remodeler OsCLSY4 leads to RdDM-mediated mis-expression of endosperm-specific genes affecting grain qualities
**Source:** PLoS Genet. 2025 Dec 1;21(12):e1011956. doi: 10.1371/journal.pgen.1011956
**Supplement:** S2 Table

S2_Table: Details of high-throughput genomics data obtained from publicly available datasets

| Sl.No | Dataset type | Genotype | Source tissue | SRA number | GSE number | Reference |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | RNAseq | WT (PB1) | pre-emerged panicle | SRX11493038 | GSE180457 | [1] |  |  |
| 2 | RNAseq | WT (PB1) | pre-emerged panicle | SRX11493039 | GSE180457 | [1] |  |  |
| 3 | RNAseq | WT (PB1) | Anther | SRX11493042 | GSE180457 | [1] |  |  |
| 4 | RNAseq | WT (PB1) | Anther | SRX11493043 | GSE180457 | [1] |  |  |
| 5 | RNAseq | WT_T1_r1 | Leaf | SRX6976682 | GSE138705 | [2] |  |  |
| 6 | RNAseq | WT_T1_r2 | Leaf | SRX6976683 | GSE138705 | [2] |  |  |
| 7 | RNAseq | Nip_se_rep1 | Seedling | SRX5724238 | GSE130168 | [3] |  |  |
| 8 | RNAseq | Nip_se_rep2 | Seedling | SRX5724239 | GSE130168 | [3] |  |  |
| 9 | RNAseq | WT_base_rep1 | Shoot base of seedling | SRX5846194 | GSE131319 | [4] |  |  |
| 10 | RNAseq | WT_base_rep2 | Shoot base of seedling | SRX5846195 | GSE131319 | [4] |  |  |
| 11 | RNAseq | WT_base_rep3 | Shoot base of seedling | SRX5846196 | GSE131319 | [4] |  |  |
| 12 | RNA-seq | Embryo_Rep1 | 25 days Embryo | SRX20001598 | GSE229959 | [5] |  |  |
| 13 | RNA-seq | Embryo_Rep2 | 25 days Embryo | SRX20001599 | GSE229959 | [5] |  |  |
| 14 | RNA-seq | Mature_endosperm_Rep1 | 25 days Endosperm | SRX20001600 | GSE229959 | [5] |  |  |
| 15 | RNA-seq | Mature_endeosperm_Rep2 | 25 days Endosperm | SRX20001601 | GSE229959 | [5] |  |  |
| 16 | RNA-seq | Young_endosperm_Rep1 | 15 days Endosperm | SRX20001602 | GSE229959 | [5] |  |  |
| 17 | RNA-seq | Young_endosperm_Rep2 | 15 days Endosperm | SRX20001603 | GSE229959 | [5] |  |  |
| 18 | RNA-seq | WT_CLSY3_Endosperm_Rep1 | 20 days Endosperm | SRX20001606 | GSE229959 | [5] |  |  |
| 19 | RNA-seq | WT_CLSY3_Endosperm_Rep2 | 20 days Endosperm | SRX20001607 | GSE229959 | [5] |  |  |
| 20 | RNA-seq | KD_CLSY3_Endosperm_Rep1 | 20 days Endosperm | SRX20001604 | GSE229959 | [5] |  |  |
| 21 | RNA-seq | KD_CLSY3_Endosperm_Rep2 | 20 days Endosperm | SRX20001605 | GSE229959 | [5] |  |  |
| 22 | RNA-seq | Nip, rep3 | 18 days old seedling | SRX17907626 | GSE215853 | [6] |  |  |
| 23 | RNA-seq | Nip, rep4 | 18 days old seedling | SRX17907627 | GSE215853 | [6] |  |  |
| 24 | RNA-seq | fem2-3, rep1 | 18 days old seedling | SRX17907628 | GSE215853 | [6] |  |  |
| 25 | RNA-seq | fem2-3, rep2 | 18 days old seedling | SRX17907629 | GSE215853 | [6] |  |  |
| 26 | RNA-seq | fem2-3, rep3 | 18 days old seedling | SRX17907630 | GSE215853 | [6] |  |  |
| 27 | Small RNA-seq | WT_CLSY3_Endosperm_Rep1 | 20 days  Endosperm | SRX20001558 | GSE229958 | [5] |  |  |
| 28 | Small RNA-seq | WT_CLSY3_Endosperm_Rep2 | 20 days  Endosperm | SRX20001559 | GSE229958 | [5] |  |  |
| 29 | Small RNA-seq | KD_CLSY3_Endosperm_Rep1 | 20 days  Endosperm | SRX20001556 | GSE229958 | [5] |  |  |
| 30 | Small RNA-seq | KD_CLSY3_Endosperm_Rep2 | 20 days  Endosperm | SRX20001557 | GSE229958 | [5] |  |  |
| 31 | Small RNA-seq | TP309_seedling_R1 | 18 days old seedling | SRX11502899 | GSE130166 | [3] |  |  |
| 32 | Small RNA-seq | TP309_seedling_R2 | 18 days old seedling | SRX11502900 | GSE130166 | [3] |  |  |
| 33 | Small RNA-seq | fem2-1 | 18 days old seedling | SRX17907624 | GSE215854 | [3] |  |  |
| 34 | Small RNA-seq | fem2-3 | 18 days old seedling | SRX17907625 | GSE215854 | [3] |  |  |
| 35 | Bisulfite-Seq | WT_Endosperm | 20 days Endosperm | SRX23802523 | GSE260651 | [5] |  | Paired end |
| 36 | Bisulfite-Seq | clsy3-kd_Endosperm | 20 days Endosperm | SRX23802524 | GSE260651 | [5] |  |  |
| 37 | Bisulfite-Seq | TP309_seedling_BS | 18 days old seedling | SRX9211924 | GSE158710 | [7] |  |  |
| 38 | Bisulfite-Seq | GAS_seedling_BS | 18 days old seedling | SRX9211925 | GSE158710 | [7] |  |  |
| 39 | Bisulfite-Seq | fem2-1_BS-seq | 18 days old seedling | SRX17907644 | GSE215855 | [3] |  |  |
| 40 | Bisulfite-Seq | fem2-3_BS-seq | 18 days old seedling | SRX17907645 | GSE215855 | [3] |  |  |

**Reference**

1. Hari Sundar G V, Swetha C, Basu D, Pachamuthu K, Raju S, Chakraborty T, et al. Plant polymerase IV sensitizes chromatin through histone modifications to preclude spread of silencing into protein-coding domains. Genome Res. 2023. doi:10.1101/gr.277353.122

2. Hu D, Yu Y, Wang C, Long Y, Liu Y, Feng L, et al. Erratum for: Multiplex CRISPR-Cas9 editing of DNA methyltransferases in rice uncovers a class of non-CG methylation specific for GC-rich regions. Plant Cell. 2022;34: 1416.

3. Wang L, Zheng K, Zeng L, Xu D, Zhu T, Yin Y, et al. Reinforcement of CHH methylation through RNA-directed DNA methylation ensures sexual reproduction in rice. Plant Physiol. 2022;188: 1189–1209.

4. Xu L, Yuan K, Yuan M, Meng X, Chen M, Wu J, et al. Regulation of rice tillering by RNA-directed DNA methylation at miniature inverted-repeat transposable elements. Mol Plant. 2020;13: 851–863.

5. Pal AK, Gandhivel VH-S, Nambiar AB, Shivaprasad PV. Upstream regulator of genomic imprinting in rice endosperm is a small RNA-associated chromatin remodeler. Nat Commun. 2024;15: 7807.

6. Xu D, Zeng L, Wang L, Yang D-L. Rice requires a chromatin remodeler for Polymerase IV-small interfering RNA production and genomic immunity. Plant Physiol. 2023. doi:10.1093/plphys/kiad624

7. Zheng K, Wang L, Zeng L, Xu D, Guo Z, Gao X, et al. The effect of RNA polymerase V on 24-nt siRNA accumulation depends on DNA methylation contexts and histone modifications in rice. Proc Natl Acad Sci U S A. 2021;118: e2100709118.

# Supplementary material for: Loss of function of chromatin remodeler OsCLSY4 leads to RdDM-mediated mis-expression of endosperm-specific genes affecting grain qualities
**Source:** PLoS Genet. 2025 Dec 1;21(12):e1011956. doi: 10.1371/journal.pgen.1011956
**Supplement:** S3 Table

S3_Table: List of oligos and probes used in this study

| Oligo Name | Oligo ID | Oligo sequence (5’-3’) | Purpose | Reference |
| --- | --- | --- | --- | --- |
| STN_OsRAC1_F | 2563 | GCTATGTACGTCGCCATCCAGG | RT-qPCR | [1] |
| STN_OsRAC1_R | 2564 | TGAGATCACGCCCAGCAAGG | RT-qPCR | [1] |
| STN_OsGAPDH_qPCR_F | 3873 | GGGTATTCTGGGTTACGTTGAGGAG | RT-qPCR | [1] |
| STN_OsGAPDH_qPCR_R | 3874 | ACGGATCAGGTCAACAACGCGAGAG | RT-qPCR | [1] |
| AP_CLSY4_RT_F | 3419 | gtggtggatccagtgaatgaagagttgg | RT-qPCR | [1] |
| AP_CLSY4_RT_R | 3420 | cccaaaattatcaccgtcgtcatcagc | RT-qPCR | [1] |
| miRNA168 | 32 | gtcgccgagaagatcctccatc | sRNA northern | [2] |
| MITE siRNA | 3430 | ggtcccacctgtcatacacacact | sRNA northern | [2] |
| AP_CLSY4_amiR1_probe | 3880 | GAGAGGTCATTCGTGCTTACA | sRNA northern | [1] |

References

1. Pal AK, Gandhivel VH-S, Nambiar AB, Shivaprasad PV. Upstream regulator of genomic imprinting in rice endosperm is a small RNA-associated chromatin remodeler. Nat Commun. 2024;15: 7807.

2. Hari Sundar G V, Swetha C, Basu D, Pachamuthu K, Raju S, Chakraborty T, et al. Plant polymerase IV sensitizes chromatin through histone modifications to preclude spread of silencing into protein-coding domains. Genome Res. 2023. doi:10.1101/gr.277353.122

# Supplementary material for: Loss of function of chromatin remodeler OsCLSY4 leads to RdDM-mediated mis-expression of endosperm-specific genes affecting grain qualities
**Source:** PLoS Genet. 2025 Dec 1;21(12):e1011956. doi: 10.1371/journal.pgen.1011956
**Supplement:** S4 Table

S4_Table: Table for methylation non-conversion rate

| Chloroplast | Samples | Non-conversation rate | Bisulfite conversion efficiency (1-rate) |
| --- | --- | --- | --- |
| 1 | WT | 0.043 | 95.7 % |
| 2 | osclsy3-kd | 0.042 | 95.8 % |
| 3 | Osclsy4-kd | 0.059 | 94.1 % |
| Mitochondria | Samples | Non-conversation rate |  |
| 1 | WT | 0.041 | 95.9 % |
| 2 | osclsy4-kd | 0.041 | 95.9 % |
| 3 | osclsy3-kd | 0.052 | 94.8 % |

Non-conversion rate = (unconverted C reads) / (total C reads at unmethylated sites)

Conversion efficiency = 1- (non-conversion rate)

Ideal conversion rate > 99%

How the deposited data were processed for this re-analysis (not part of the article)

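DNA methylation was measured by targeted bisulfite sequencing in 4 libraries of the authors' earlier study, 1 per condition and without replicates: WT, osclsy3-kd and poliv-kd endosperm of 20 days, and osclsy4-kd leaf of 60 days. The conditions were taken from the sample labels. None of these libraries is listed in the tables of libraries in the supplement, and the libraries behind S5 Fig were not analysed here.

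The authors deposited read counts: for each cytosine of each target sequence, the number of methylated and of unmethylated reads, as written by Bismark, without normalization. For targeted bisulfite sequencing the methods name trimming with cutadapt and alignment to the target sites with Bismark, and the version of Bismark used for these files is not given in the text. Positions are counted from 1 in each target sequence. The endosperm files hold 4 targets, named siren2, Os01g0229300, os05g0327100 and Os08g0377100, and the leaf file holds 3, named clsy3, LINE1 and CACTA. A reference genome was not used here. The table of gene names used here pairs none of the 4 gene identifiers looked up (3 target genes and OsCLSY3) with a symbol, so targets carry the names of the files. The 3 endosperm files list the same cytosines, which was checked.

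The endosperm libraries held 6045144 (osclsy3-kd), 5394191 (poliv-kd) and 6005877 (WT) cytosine calls, and 198 cytosines had at least 10 reads in every one of them. The leaf library held 14505 calls, with at least 10 reads at 46 cytosines. All endosperm calls lie on the plus strand. In the leaf library, 40 calls at 21 cytosines of the clsy3 target lie on the minus strand, from at most 2 reads each, and all 40 are methylated.

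From the counts, the level of a target in a context was computed as the sum of methylated reads over the sum of all reads at cytosines with at least 10 reads, with 95% Wilson intervals. The difference between a kd and the WT endosperm library was taken over cytosines with at least 10 reads in both, in percentage points, with the number of cytosines lower and higher. No p-value is given for a target, because there is 1 library per condition and cytosines of 1 target are not replicates. Each cytosine was also compared between the 2 libraries by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 198 cytosines of a comparison. A cytosine was called changed when its adjusted p-value was under 0.05 and its difference was at least 10 percentage points. Such a test compares 2 libraries, not the conditions. Counts were also simulated at the WT levels, with the depths of the WT and osclsy3-kd endosperm libraries. On these counts, the test called 50 of 50 cytosines that had been shifted by 20 percentage points and 0 of the remaining cytosines. That shift lies well above the minimum of 10, so shifts near the minimum were not tried, and poliv-kd was not simulated. Simulated counts have binomial noise only, so the uneven copying of molecules by PCR was not part of that test.

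The differences of osclsy3-kd and of poliv-kd share the WT library. Spearman's rho between them across cytosines was therefore set beside the rho of 1000 simulated pairs of unchanged libraries, drawn at the WT levels and the depths of each library with seed 1. Targets with at least 5 cytosines of at least 10 reads were reported by their summary. Named singly were the 3 targets with the largest CHH difference in each comparison, every locus the paper names for targeted bisulfite PCR or for OsCLSY4 targeting, and the 3 changed cytosines with the largest difference in each comparison.

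The alternatives set before the data were examined were a coverage minimum of 5 or 100 reads, only the strand with more reads, the mean of the cytosines' own levels, a correction for the library's CHH level in its least methylated target, a difference of at least 25 percentage points, and reads scaled down to at most 100 per cytosine. Others were added after the data were examined. Cytosines at most 50 bp apart were joined into stretches, and runs of cytosines under 0.5% in every library at the ends of a stretch were left out (end cytosines). In siren2, the part was also left out where 2 stretches overlap, which begins where the depth rises by a factor of at least 1.3 in any library and ends before it falls by a factor of at least 2 in every library. The position of every stretch was derived from the reads, since the primers were not used here. Depth limits precision unevenly: in the endosperm it ranged from 44 to 99122 reads per cytosine, and without molecular identifiers the number of DNA molecules behind these reads is unknown. The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.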

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

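All tests in this part were chosen after the result had been seen.

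In the poliv-kd endosperm library, 97.6% of CG calls at the siren2 target were methylated, against 56.2% in the WT library, and all 7 CG cytosines were higher. It stands out as a level at least 10 percentage points above WT in a library the paper does not report on, the only such case among 18 comparisons of a kd level with WT by target and context over all cytosines with at least 10 reads. Under 2 alternatives the CHG level of poliv-kd at the Os05g0327100 target was also over 10 percentage points above WT, by 12.5 with the correction for the library's CHH level and by 10.8 without end cytosines. That correction takes off 6.70% in WT but 1.60% in poliv-kd, so it raises every difference of poliv-kd from WT. Incomplete bisulfite conversion would raise every context, but the CHH level at siren2 was lower in poliv-kd, with a difference of -6.73 percentage points, which argues against it. Overlapping stretches of reads and end cytosines do not account for it either, since the CG difference without them was 40.8 percentage points. Copying of 1 template molecule would put every cytosine near 0% or 100%, yet 8 of 10 CHG cytosines outside the ends and the overlap lay between 10% and 90% in poliv-kd. Amplification that favoured CG-methylated molecules stays open: the CHG difference was -6.62 percentage points, and levels per cytosine do not show which molecules were copied. DNA of another tissue or a mislabelled library stays open too, because the levels such DNA would have at other targets are unknown; at the Os05g0327100 target the CG difference was -6.33 percentage points. An effect of the poliv-kd genotype also remains open and was not tested, with 1 library per genotype.

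At the clsy3 target of the osclsy4-kd leaf library, the levels were 65.2% for CG, 16.2% for CHG and 33.3% for CHH. They are listed because the paper does not report on this library, a control library was not analysed here, and each level is above the limit that a count of 0 allows, which is 0.176%, 0.0977% and 0.0311%. That limit takes no account of cytosines that bisulfite failed to convert, so passing it does not set these levels apart from incomplete conversion. Incomplete conversion of whole molecules would give all cytosines of a stretch the same level. The 4 inner CHH cytosines of the first stretch, with 326 reads each, spread over 30.1 percentage points, from 45.1% to 75.2%, so it is not the whole source of the signal. A smaller share of unconverted molecules stays open. On the minus strand of this target, all 40 calls at 21 cytosines were methylated, as unconverted molecules would be. With at most 2 reads at each cytosine, these calls do not give the size of that share. At the last 3 covered cytosines of the second stretch the levels were 2.19% at position 619 (CHG), 2.54% at position 622 (CHH) and 0.901% at position 624 (CG). These levels would limit the share of unconverted molecules among the 137, 118 and 111 reads that cover them. They lie within 25 bp of the end of the stretch, however, where bases of the PCR primers could lower them, and in that case they set no limit. Methylation that persists in the knockdown is the biological explanation the design names, and it was not tested.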

How the results depend on the processing

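Of 18 differences from WT in the endosperm, 13 kept their direction under every alternative and 5 reversed under at least one. In poliv-kd, CHH reversed at Os05g0327100 and at Os01g0229300, each only under the correction described below, which forces the former. No paired analysis was possible because each condition has 1 library. A coverage minimum of 5 or 100 reads, or only the strand with more reads, left the 18 differences and the 3 leaf levels within their 95% intervals and the 4 counts of changed cytosines within 1.5 times. The choice of strand could change nothing, since all cytosines with at least 10 reads lie on the plus strand. The minimum of 5 reads gave identical values. Of these settings, only the minimum of 100 reads changed the cytosines used, so only it bears on stability. Differences are in percentage points, against WT.

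With the mean of the cytosines' own levels, the clsy3 target in leaf had 54.4% CG, 14.7% CHG and 31.9% CHH. At the Os05g0327100 target, osclsy3-kd reversed in all contexts, to 0.373 for CG, -6.77 for CHG and -8.36 for CHH. There poliv-kd moved to -2.94, 2.30 and -7.30. At siren2 the differences became -1.36, -6.52 and -2.77 in osclsy3-kd and 38.6, -8.89 and -8.02 in poliv-kd, in the same order of contexts.

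With the correction for the library's CHH level in its least methylated target, that target's CHH level becomes 0 by construction. The target is Os05g0327100 in WT and siren2 in both kd libraries, so CHH differences are forced to be positive at the former and negative at the latter and say nothing about stability. In osclsy3-kd the differences moved to -9.41 (CG) and -2.46 (CHH) at Os01g0229300, to -10.0 (CG), 2.75 (CHG) and 0.962 (CHH) at Os05g0327100, and to -0.233 (CG) and -1.75 (CHH) at siren2. In poliv-kd, CHH reversed to 3.48 at Os01g0229300 and to 4.96 at Os05g0327100. CG and CHG moved to -2.11 and 4.90 at the former and to -4.21 and 12.5 at the latter. At siren2 they became 44.4 (CG), -2.95 (CHG) and -1.75 (CHH). The correction takes off 6.70% in WT but 1.60% in poliv-kd, so it raises every difference of poliv-kd from WT. The CHH reversal at Os01g0229300 therefore says little about stability. Without end cytosines, 21 of 21 CHH cytosines there were lower in poliv-kd. For the leaf library the correction was not run, since only 1 target had enough reads.

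Without end cytosines, chosen after seeing the data, the leaf levels rose to 77.6% CG, 51.2% CHG and 54.0% CHH. In osclsy3-kd, CHG and CHH at Os05g0327100 reversed to -0.0337 and -1.15. CHG and CHH became -6.57 and -4.35 at Os01g0229300 and -5.64 and -2.53 at siren2. In poliv-kd, CHH became -2.34 at Os01g0229300, CHG and CHH 10.8 and -1.30 at Os05g0327100, and -6.44 and -7.95 at siren2. Without the overlap in siren2 as well, also chosen after seeing the data, CHG and CHH were -9.10 and -3.41 in osclsy3-kd, and CG, CHG and CHH were 40.8, -11.7 and -10.4 in poliv-kd.

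Requiring a difference of at least 25 percentage points left 2 of the 40 lower and 0 of the 3 higher cytosines in osclsy3-kd, and 2 of the 54 lower and 7 of the 10 higher in poliv-kd. With reads scaled down to at most 100 per cytosine, the counts were 17 lower and 0 higher in osclsy3-kd and 30 lower and 7 higher in poliv-kd. Spearman's rho of the shared changes stayed between 0.564 and 0.637, inside the range of unchanged simulated libraries in each setting. That range holds counting error only. Apart from what the correction forces by construction, the causes were not tested. Of the 27 endosperm levels, 19 moved with the mean of the cytosines' own levels, 26 with the correction and 18 without end cytosines.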

Other observations

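The endosperm libraries were not used in the paper, so their values belong to no statement in it. The counts of changed cytosines and Spearman's rho were planned as part of the main analysis. The other tests in this part were chosen after the results had been seen. The stretches, sites and parts of targets described here were singled out after their values were seen.

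At siren2, 72 cytosines were covered by 777 to 99122 reads. The CHG level was 32.0% in WT, 26.0% in osclsy3-kd and 25.4% in poliv-kd. The CHH level was 8.33% in WT, 6.18% in osclsy3-kd and 1.60% in poliv-kd, with 42 and 46 of 51 CHH cytosines lower than in WT. CG in osclsy3-kd was 55.8%, a difference of -0.462 percentage points from WT. At Os01g0229300, with 43 covered cytosines, the levels in WT, osclsy3-kd and poliv-kd were 72.4%, 63.4% and 68.8% for CG, 16.4%, 11.8% and 16.7% for CHG, and 10.1%, 7.24% and 8.56% for CHH. At Os05g0327100, with 83 covered cytosines, they were 60.1%, 50.4% and 53.7% for CG, 15.4%, 17.5% and 23.1% for CHG, and 6.70%, 7.08% and 6.48% for CHH. In osclsy3-kd, most cytosines there went against the pooled difference from WT. Of them, 6 of 8 CG were higher, while 15 of 16 CHG and 39 of 59 CHH were lower. In poliv-kd most went with it, with 5 of 8 CG lower, 10 of 16 CHG higher and 45 of 59 CHH lower. The counts of lower and higher cytosines at siren2 and Os05g0327100 include end cytosines under 0.5% in every library, where differences are tiny. Among the higher CG cytosines of osclsy3-kd is position 11184, with 0.149% against 0%. The Os08g0377100 target had no reads in these 3 libraries. The paper's S10 Data place the transcript that lists Os05g0327100 on chromosome 5 from 15138209 to 15194790 of IRGSP1.0, and the one that lists Os08g0377100 on chromosome 8 from 17699102 to 17703944. In the leaf library, LINE1 had 1 read at each of 46 cytosines, of which 6 of 6 CG, 8 of 13 CHG and 4 of 27 CHH were methylated, and CACTA had none. The 5S rDNA was not analysed here.

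Between osclsy3-kd and WT, 43 of 198 cytosines were changed by Fisher's exact test with Benjamini-Hochberg adjustment and the minimum difference, 40 lower and 3 higher. Between poliv-kd and WT, 64 were changed, 54 lower and 10 higher, and 7 of the higher ones are the CG cytosines of siren2. In osclsy3-kd, the 3 largest differences lie in Os05g0327100: CG at position 10836 was 16.8% against 48.0%, and CHH was 18.7% against 45.0% at position 11087 and 23.3% against 47.7% at position 11091. In poliv-kd they are siren2 CG cytosines, with 96.8% against 51.9% at position 563, 98.0% against 54.9% at 651 and 97.3% against 55.8% at 566. Spearman's rho between the 2 sets of differences was 0.637 over 198 cytosines. Unchanged libraries simulated against the same WT library gave a median of 0.511, with 95% of values between 0.359 and 0.645. The observed rho lies within that range, but the simulated differences hold counting error only. In the data, 145 cytosines in osclsy3-kd and 143 in poliv-kd had an adjusted p-value under 0.05 by Fisher's exact test. The range therefore does not decide whether the 2 knockdowns share changes or share only the WT library.

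Runs of cytosines under 0.5% in every library of a tissue lie at the ends of most stretches. Within 25 bp of an end, 79.2% of 77 cytosines were under 0.5%, against 1.95% of 154 farther inside. Bases of the PCR primers could give such runs, but so could any other cause of unmethylated ends, and these shares restate the pattern without separating the causes. The primer sequences were not used here.

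The CHH level of Os05g0327100 was nearly equal in the 3 libraries over the whole target but not in its parts. In the upstream stretch, from position 10811 to 10981, the level without end cytosines was 11.9% in WT, 10.8% in osclsy3-kd and 10.8% in poliv-kd. In the downstream stretch, from position 11057 to 11275, it was 31.0% in WT, 14.4% in osclsy3-kd and 16.7% in poliv-kd, lower in 30 of 31 cytosines in either kd. The near equality may come from the weighting, since the upstream stretch held 94.5% of the CHH calls in WT, against 69.0% in osclsy3-kd and 83.8% in poliv-kd. Incomplete conversion in the WT library would raise all contexts there, yet the CG level of the downstream stretch was 10.4 percentage points higher in osclsy3-kd than in WT. In poliv-kd the differences of that stretch were -0.495 for CG and -0.458 for CHG, beside -14.3 for CHH. The CHG difference of osclsy3-kd, -10.7, goes in the direction that incomplete conversion would give. A part of the pattern from this source therefore stays open. Few template molecules behind the downstream stretch in WT stay open, because the median of 1208.5 reads per cytosine does not give the number of molecules. A loss of CHH methylation in both knockdowns remains a hypothesis from 1 library each.

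In siren2, 2 stretches of reads overlap between positions 628 and 699. The 5 cytosines from position 679 to 699 were higher in osclsy3-kd than in WT, with a median difference of 1.31 percentage points, while without end cytosines the 14 CHH cytosines before the overlap and the 19 after it were lower. Farther inside the overlap, the CHG cytosine of position 664 was also higher, at 55.3% against 51.1%, and it was not scaled as below. The 7 other cytosines of the overlap were lower. Primer bases of the first stretch that dilute the reads of the second are a candidate explanation, because after the overlap 35.4% of the depth remained in osclsy3-kd and 18.2% in WT. Scaled to the depth of the second stretch, the median difference was -4.48 percentage points and 4 of the 5 cytosines were lower. The exception was the CHG cytosine of position 683, whose difference went from 11.0 to 3.60. The scaling assumes dilution by the first stretch and raises the WT levels more than the osclsy3-kd levels. It therefore lowers these differences by itself and does not separate dilution from other causes.

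The CG cytosine at position 11184 of Os05g0327100 was methylated in 7 of 4687 reads in osclsy3-kd, 1 of 1993 in poliv-kd and 0 of 1214 in WT (0%). The other CG cytosines of that stretch were at 37.1% or more in these libraries. A base of the cultivar that differs from the reference sequence could give this value, and so could a cytosine that is never methylated. The counts cannot separate them, since bisulfite makes both read as thymine.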
